# Interpreting Non-coding Genetic Variation in Multiple Sclerosis Genome-Wide Associated Regions

**DOI:** 10.3389/fgene.2018.00647

**Published:** 2018-12-17

**Authors:** Elvezia Maria Paraboschi, Giulia Cardamone, Giulia Soldà, Stefano Duga, Rosanna Asselta

**Keywords:** multiple sclerosis, single-nucleotide polymorphism, association, long non-coding RNA, circular RNA, micro RNA, super-enhancer

## Abstract

Multiple sclerosis (MS) is the most common neurological disorder in young adults. Despite extensive studies, only a fraction of MS heritability has been explained, with association studies focusing primarily on protein-coding genes, essentially for the difficulty of interpreting non-coding features. However, non-coding RNAs (ncRNAs) and functional elements, such as super-enhancers (SE), are crucial regulators of many pathways and cellular mechanisms, and they have been implicated in a growing number of diseases. In this work, we searched for possible enrichments in non-coding elements at MS genome-wide associated loci, with the aim to highlight their possible involvement in the susceptibility to the disease. We first reconstructed the linkage disequilibrium (LD) structure of the Italian population using data of 727,478 single-nucleotide polymorphisms (SNPs) from 1,668 healthy individuals. The genomic coordinates of the obtained LD blocks were intersected with those of the top hits identified in previously published MS genome-wide association studies (GWAS). By a bootstrapping approach, we hence demonstrated a striking enrichment of non-coding elements, especially of circular RNAs (circRNAs) mapping in the 73 LD blocks harboring MS-associated SNPs. In particular, we found a total of 482 circRNAs (annotated in publicly available databases) vs. a mean of 194 ± 65 in the random sets of LD blocks, using 1,000 iterations. As a proof of concept of a possible functional relevance of this observation, we experimentally verified that the expression levels of a circRNA derived from an MS-associated locus, i.e., hsa_circ_0043813 from the *STAT3* gene, can be modulated by the three genotypes at the disease-associated SNP. Finally, by evaluating RNA-seq data of two cell lines, SH-SY5Y and Jurkat cells, representing tissues relevant for MS, we identified 18 (two novel) circRNAs derived from MS-associated genes. In conclusion, this work showed for the first time that MS-GWAS top hits map in LD blocks enriched in circRNAs, suggesting circRNAs as possible novel contributors to the disease pathogenesis.

## Introduction

Multiple sclerosis (MS) is a chronic autoimmune disease of the central nervous system, characterized by demyelination and progressive neurological impairment (Brownlee et al., 2017). Epidemiological studies showed both an important role of the environment in determining MS risk (Ramagopalan et al., 2010), and a strong contribution of genetic components (Belbasis et al., 2015). To date, besides the human leukocyte antigen (HLA) gene cluster (Patsopoulos et al., 2013), genome-wide association studies (GWAS) identified several common variants contributing to disease pathogenesis with mild effects on risk, many of which located within or close to genes displaying primarily immunologic functions (International Multiple Sclerosis Genetics Consortium [IMSGC] et al., 2007, 2011, 2013; Aulchenko et al., 2008; Comabella et al., 2008; Australia and New Zealand Multiple Sclerosis Genetics Consortium (ANZgene), 2009; Baranzini et al., 2009; de Jager et al., 2009; Jakkula et al., 2010; Nischwitz et al., 2010; Sanna et al., 2010; Patsopoulos et al., 2011; Martinelli-Boneschi et al., 2012; Matesanz et al., 2012). Despite these extensive efforts, the identified GWAS variants explain only 28% of the sibling recurrence risk (International Multiple Sclerosis Genetics Consortium [IMSGC] et al., 2013), thus implicating that the complete spectrum of MS genetic determinants is still far from being complete. These studies focused primarily on protein-coding genes, due to the difficulty of interpreting non-coding features. However, advances in the systematic annotation of non-coding genes and non-coding functional elements are revolutionizing genetic approaches and are paving the way to build a map that can help reveal “hidden” processes underlying disease associations (Ward and Kellis, 2012).

In this frame, non-coding RNAs (ncRNAs) have recently emerged as crucial regulators of many pathways and cellular mechanisms (Vidigal and Ventura, 2015; Barrett and Salzman, 2016; Quinn and Chang, 2016), and they have been implicated in a growing number of diseases (Mendell and Olson, 2012; Vučićević et al., 2014). Many long ncRNAs (lncRNAs), for instance, were shown to contribute to the pathogenesis of neurological and psychiatric conditions in different ways, from regulation of transcription to modulation of RNA processing and translation (Vučićević et al., 2014). In addition, microRNAs (miRNAs) dysregulation was associated with several disorders, such as different kinds of cancers and immune-related diseases (Mendell and Olson, 2012). Another group of ncRNAs with regulatory functions is represented by circular RNAs (circRNAs), a novel class of RNAs generated from the back-splicing of exons or introns (Jeck et al., 2013). By acting as miRNA sponges, or by binding to RNA-associated proteins, circRNAs regulate gene expression at the transcriptional or post-transcriptional level, although their exact mechanism of action still needs to be clarified (Greene et al., 2017). Moreover, they have been associated with human diseases such as ischemic heart disease, Alzheimer’s disease, diabetes, cancer, as well as MS (Cardamone et al., 2017; Greene et al., 2017; Iparraguirre et al., 2017).

Among non-coding functional elements, also super-enhancers (SEs) have been described as key gene expression regulators (Pott and Lieb, 2015). SEs are genomic regions characterized by a strong enrichment in binding sites both for transcriptional coactivators, specifically the Mediator protein, and for factors generally associated with enhancer activity, such as RNA polymerase II and chromatin factors (Pott and Lieb, 2015). Very interestingly, many SE regions are significantly enriched in disease-associated single-nucleotide polymorphisms (SNPs), including those related to autoimmunity, and more specifically to MS (Hnisz et al., 2013; Farh et al., 2015). The enrichment in GWAS variants within enhancers suggests that they influence the disease risk by altering gene regulation. However, only a few disease-associated SNPs directly alter a transcription factor motif; many trait-associated SNPs instead modulate the enhancer activity by changing nearby nucleotides, resulting in slight but critical alterations of gene expression (Farh et al., 2015).

In this work, we aim at identifying ncRNAs and SEs mapping in proximity of MS GWAS-significant signals that could point to so-far unexplored mechanisms involved in the susceptibility to the disease.

## Materials and Methods

### Defining the Linkage Disequilibrium (LD) Structure of the Italian Population

The global LD structure of the Italian population was explored by using genome-wide genotyping data (727,478 quality-checked markers, genotyped with the Affymetrix 6.0 GeneChip platform; Affymetrix, Santa Clara, CA, United States) obtained from 1,668 healthy controls (for genotyping details see Myocardial Infarction Genetics Consortium et al., 2009). Haplotype blocks were estimated with the Plink program (Purcell et al., 2007) following the default procedure described for the Haploview software (Barrett et al., 2005). Pairwise LD was calculated for SNPs within 200 kb for autosomal chromosomes. Chromosome X was excluded from this analysis, leading the total number of SNPs used for LD studies to 699,676.

To verify whether the Italian LD structure was comparable to the European one, we analyzed the 1000 Genomes data on European subjects (phase 1 project) (1000 Genomes Project Consortium et al., 2015). This test was performed on chromosome 22 data, by selecting only those SNPs whose genetic information was available both in the Italian and 1000 Genome populations. These were used to calculate the European LD structure.

### Retrieving the Reference Files for ncRNAs and Regulatory Elements

Reference files for the analysis were retrieved for lncRNAs, miRNAs, circRNAs, and SEs. In particular: (1) The reference gene transfer format (GTF) file for lncRNAs was obtained from GENCODE (Harrow et al., 2012), selecting the comprehensive gene annotation of lncRNA genes on the reference chromosomes, version 25^1^. (2) The miRNA reference file was downloaded from miRBase^2^ (Griffiths-Jones, 2004; Griffiths-Jones et al., 2006, 2008; Kozomara and Griffiths-Jones, 2011, 2014) version 20. (3) The circRNA reference file was obtained from the circBase database^3^ (Glažar et al., 2014), by downloading data from all the available studies on humans (Jeck et al., 2013; Memczak et al., 2013; Salzman et al., 2013; Zhang et al., 2013; Rybak-Wolf et al., 2015). (4) The SE reference file was downloaded from the SEA: Super-Enhancer Archive^4^ (Wei et al., 2016) based on studies on humans.

In all cases, genome version hg19 was considered; databases were accessed on April 2016.

### Defining Overlapping Regions Between LD Blocks, MS Genome-Wide Significant SNPs, and ncRNAs/SEs

Multiple sclerosis-associated SNPs, excluding those mapping in the highly complex HLA region, were retrieved from the literature (Supplementary Table 1) (International Multiple Sclerosis Genetics Consortium [IMSGC] et al., 2013). Their genomic coordinates were crossed with those of the LD blocks, to identify the blocks in which each single SNP resides.

The next step was searching for partial/total overlapping between LD blocks containing the genome-wide associated SNPs and the different classes of ncRNAs (lncRNAs, miRNAs and circRNAs) or SE elements. The overlaps were identified on the basis of the genomic coordinates of each LD block (using as borders the physical positions of the most 5′ and 3′ SNPs belonging to the block) and of each ncRNAs/SE elements (for these genomic features, coordinates were extracted from the reference files described in the previous section). The final list includes both the elements completely contained within the LD blocks and those showing only a partial overlap. Filtering for redundancy was used to eliminate multiple annotations referring to the same element. All procedures were performed using awk command line (described in the section Supplementary Material).

### Enrichment Analysis

To determine if the MS-related LD blocks are significantly enriched in ncRNA genes and SE elements, a bootstrapping strategy was adopted.

First, a set of random SNPs was extracted from the “Genome-Wide Human SNP array 6.0” manifest (copy number variants were excluded), which is one of the most used genotyping arrays in MS GWAS. The number of SNPs to be extracted was chosen in order to obtain either a number of LD blocks similar to the one of the MS-related analysis (Random set I) or an overall genomic region of equal length (i.e., 3.8 Mb; Random set II). Again, the HLA region and X chromosome were avoided. Moreover, since about half of the MS-associated SNPs are located in introns (Supplementary Table 1) (International Multiple Sclerosis Genetics Consortium [IMSGC] et al., 2013), the random SNP sets were constructed to mirror the proportion of intronic SNPs of the MS list. More in particular, to perform this step, two complete lists of SNPs from the “Genome-Wide Human SNP array 6.0” manifest were generated: one containing only SNPs annotated as intronic in the manifest file, the second containing only extragenic SNPs. SNPs were chosen from both lists with a randomized procedure (using the gshuf Unix command), respecting the constraints above mentioned.

Then, the LD blocks in which the random SNPs reside were identified, and a search for overlapping regions between LD blocks and ncRNAs/SE regions was performed, as described above.

Finally, the results were filtered to avoid redundancy, and the total number of lncRNAs, miRNAs, circRNAs, and SEs was annotated. The entire procedure was repeated 1,000 times for random set I and II, and the outputs of each set averaged, in order to compare the resulting means with the result obtained with the MS SNP set. The comparison was based on the % of times in which the same (or a larger) number of lncRNAs, circRNAs, miRNAs, or SEs was obtained in the 1,000 iterations respect to the MS dataset. Enrichment *p*-values were calculated according to Davison and Hinkley method (Davison and Hinkley, 1997).

All analyses were performed using in-house developed Perl scripts (listed in the section Supplementary Material).

The entire procedure is schematized in Supplementary Figure 1.

### Replication on an Unrelated Disease

To test the specificity of the analysis on MS, we repeated the entire workflow considering a disease with a completely different etiology, i.e., coronary artery disease (CAD).

The list of CAD-associated SNPs was derived from the literature (Supplementary Table 2) (Nikpay et al., 2015).

### Genotype-Dependent Analysis of circRNA Expression

DNA samples were extracted from whole blood of 35 healthy donors using an automated DNA extractor (Maxwell 16 System; Promega, Madison, WI, United States). All subjects gave written informed consent in accordance with the Declaration of Helsinki. To genotype the MS-associated SNP rs2293152, PCR amplifications (GoTaq; Promega) and Sanger sequencing, using the BigDye Terminator Cycle Sequencing Ready Reaction Kit v1.1 and an ABI-3500 Genetic Analyzer (Thermo Fisher Scientific, Waltham, MA, United States), were performed following standard protocols.

Peripheral blood mononuclear cells (PBMCs) of the same healthy donors were isolated by means of centrifugation on a Lympholyte Cell separation medium (Cederlane Laboratories Limited, Hornby, ON, Canada) gradient. RNA extraction was performed using the EuroGold Trifast kit (Euroclone, Wetherby, United Kingdom). RNA was reverse-transcribed using the Superscript-III Reverse Transcriptase (Thermo Fisher Scientific) and random hexamers (Promega), according to the manufacturers’ instructions.

Semi-quantitative real-time RT-PCRs to detect the expression levels of circRNA hsa_circ_0043813 were performed by using divergent primers (5′-ACATTCTGGGCACAAACACA-3′ and 5′-CCTCTGAGAGCTGCAACG-3′), the FastStart SYBR Green Master mix (Roche, Basel, Switzerland), and a LightCycler 480 (Roche). *HMBS* (hydroxymethylbilane synthase) was used as housekeeping gene; reactions were performed in triplicate, and expression data were analyzed using the GeNorm software (Vandesompele et al., 2002).

### CircRNA Analysis by RNA Sequencing

RNA was extracted using the Maxwell 16 LEV simplyRNA Cells Kit (Promega) from SH-SY5Y (human neuroblastoma) and Jurkat E6-1 (human T lymphocyte) cell lines. RNA quality was assessed by the LabChip GX Touch instrument (PerkinElmer, Waltham, MA, United States). RNA sequencing was performed using the TruSeq Stranded Total RNA Library Prep Kit (Illumina, San Diego, CA, United States), following the manufacturer’s instructions and a paired-end sequencing strategy. SH-SY5Y and Jurkat samples underwent a high-coverage paired-end 75- and 150-bp strand-specific sequencing, respectively, using a NextSeq 500 platform (Illumina).

The circRNA analysis was then performed using the DCC software (Cheng et al., 2016). In detail, raw reads were first aligned to the hg19 version of the genome using STAR (Dobin et al., 2013), switching on the detection of chimeric alignments to detect reads containing backspliced products, as suggested by the DCC manual. In a first step, reads were mapped using both mates; subsequently, an additional separate mate mapping was performed. After mapping, DCC was used to analyze the chimeric reads to detect circRNAs. Only those circRNAs supported by at least five reads were considered for further analyses. CircRNAs mapping on mitochondrial DNA or in repetitive regions of the genome were filtered out.

### Data Repository

Raw sequence files of SH-SY5Y have been deposited in NCBI Sequence Read Archive (SRA) under the following Bioproject ID: PRJNA483101, and with the accession number SRP155458; raw sequence files of Jurkat cells have been deposited in the GEO database (Accession No.: GSE110525).

## Results

### The Global LD Structure of the Italian Population Is Not Different From the European One

The LD structure of the Italian population was built by using data on 699,676 genotyped SNPs on 1,668 healthy subjects. A total of 96,666 LD blocks (with an average length of 17.48 kb; range 0.01–200 kb) were identified in autosomes, ranging from 1,421 blocks of chromosome 22 to 8,148 of chromosome 2 (on average: 4,394 blocks per chromosome).

The comparison of the LD structure of chromosome 22 of the Italian and European populations confirmed a substantial similarity in the blocks distribution (Pearson’s χ^2^ *p* = 0.79), thus suggesting that the Italian population is a good representation of the European LD structure, and confirming the data previously obtained by Mueller et al. (2005). The substantial overlap between the structures of the Italian and of the European populations was also confirmed by a principal component analysis performed using genotype data of our cohort and those from the 1000 Genome project (503 available individuals; Supplementary Figure 2).

### MS-Associated Regions Are Significantly Enriched in circRNAs and SEs

With the aim of identifying ncRNAs and SE regulatory elements mapping in LD blocks harboring MS GWAS-significant signals, we selected through literature data mining all those SNPs that reached a genome-wide significant threshold in MS GWAS studies and meta-analyses (Supplementary Table 1). We excluded from this list all SNPs mapping in the HLA region as well as those located on the X chromosome. The list of 97 SNPs was intersected with that of LD blocks inferred for the Italian population. Our automated pipeline allowed the identification of 73 LD blocks, each harboring a single genome-wide significant SNP. For 24 out of the 97 SNPs used for the analysis, it was not possible to establish a precise LD block.

The genomic coordinates of the 73 LD blocks were hence intersected with those of ncRNAs and SEs annotated in public genomic databases. This analysis evidenced the presence of 30 lncRNAs, 482 circRNAs, 7 miRNAs, and 23 SEs partially or totally overlapping the 73 identified blocks (Table 1). To test for possible significant enrichments in non-coding elements, the same workflow was applied to randomly selected SNPs (Random set I). To this aim, subsets of 94 SNPs were randomly selected from the genome, and the process was repeated 1,000 times. The pipeline identified, on average, 73.8 LD blocks (median value: 74) in which 22.6 lncRNAs (median: 22), 193.8 circRNAs (median: 185), 2.1 miRNAs (median: 2), and only 2.4 SEs (median: 2) were located (Table 1). Comparing the random set I results with the MS dataset, we obtained the same or a larger number of lncRNAs, circRNAs, and miRNAs in the 11, 0, and 3.6%, of the iterations, respectively, thus indicating a very strong enrichment in circRNAs in MS dataset. None of the randomly selected SNP subsets evidenced the same or a larger number of SE hits when compared to the MS list, thus confirming the enrichment in these regulatory elements previously reported by Farh et al. (2015) (observations that, however, were focused specifically on immune-related genes). Since the average length of the LD blocks in the Random set I was 22% lower than the one of MS LD blocks, we repeated the enrichment analysis on a genomic region spanning the same length as the MS dataset (3.8 Mb; Random set II). Also in this case, 1,000 iterations confirmed a strong enrichment in circRNAs and SEs in MS LD blocks (Table 1).

**Table 1:** Results of the analysis performed on the MS-associated loci (upper part) and on 1,000 random sets (middle and lower part).

List	*n* Blocks	Blocks§(kb)	DNA content (Mb)	*n* LncRNAs	*n* CircRNAs	*n* MiRNAs	*n* SEs
MS set	73	52.2	3.8	30	482	7	23
*SD*	–	54.8	–	–	–	–	–
Random sets (I)^∗^	73.8	40.6	2.9	22.6	193.8	2.1	2.4
*SD*	4.0	5.7	0.4	5.6	65.0	2.1	1.8
%^∗∗^	–	–	–	11.0	0	3.6	0
*p*-value	–	–	–	0.11	9.9^∗^10^-4^	0.36	9.9^∗^10^-4^
Random sets (II)^∗^	96.0	40.2	3.8	29.3	249.3	2.7	3.1
*SD*	4.6	4.8	0.5	6.3	76.4	2.5	2.0
%^∗∗^	–		–	46.4	0.6	6.3	0
*p*-value	–	–	–	0.46	0.006	0.06	9.9^∗^10^-4^

§*Average length of the LD blocks. ^∗^For the random sets analysis, the average values calculated on 1,000 iterations are indicated. ^∗∗^% of times in which the same or a larger number of lncRNAs, circRNAs, miRNAs, or SEs was obtained in the 1,000 iterations as compared to the MS dataset. p-Values were calculated as described (Davison and Hinkley, 1997); in detail: p-value = [1+sum(s > = s0)]/(N + 1), where s is the observed value in the random set, s0 is the value of the observed MS-specific result, and N is the number of bootstraps. *n*, number; SD, standard deviation.*

To test the specificity of the results, we applied the same pipeline on another dataset, composed of SNPs associated with CAD, a disease with a different etiology from MS. In this case, 55 SNPs were retrieved from the literature and used for the analysis, and 36 LD blocks were identified (Table 2). The workflow evidenced the presence of 19 lncRNAs, 122 circRNAs, 1 miRNA, and 2 SEs mapping within the corresponding blocks. When compared to the CAD dataset, the random bootstrapping strategy applied 1,000 times evidenced the same (or a larger) number of lncRNAs, circRNAs, miRNAs, and SEs in the 4.6, 12.4, 45.9, and 26.7% of the iterations, respectively (Table 2), thus suggesting only a slight enrichment in lncRNAs in the CAD dataset. No significant enrichment was evidenced in circRNAs and SEs.

**Table 2:** Results of the analysis performed on the CAD-associated loci (upper part) and on 1,000 random sets (lower part).

List	*n* Blocks	*n* LncRNAs	*n* CircRNAs	*n* MiRNAs	*n* SEs
CAD set	36	19	122	1	2
Random sets^∗^	35.3	11.3	73.4	1.0	1.0
*SD*	2.7	4.1	42.5	1.4	1.1
%^∗∗^	–	4.6	12.4	45.9	26.7
*p*-value	–	0.05	0.12	0.46	0.27

^∗^*For the random sets analysis, the average values calculated on 1,000 iterations are indicated. *n*, number; SD, standard deviation. ^∗∗^% of times in which the same or a larger number of lncRNAs, circRNAs, miRNAs, or SEs was obtained in the 1,000 iterations as compared to the CAD dataset. p-Values were calculated as described in the footnote of Table 1.*

The list of circRNAs/SE elements mapping within MS- or CAD-specific blocks is given in the Supplementary Table 3.

### SNP rs2293152 Genotype Influences *STAT3* hsa_circ_0043813 Expression Levels

The newly observed enrichment in circRNAs in MS led us to test, as a proof of concept, whether the different genotypes of an MS-associated SNP could influence the expression levels of a circRNA mapping in the corresponding LD block. To this aim, we decided to better characterize a circRNA deriving from *STAT3* (Signal Transducer and Activator of Transcription 3), a gene necessary for pro-inflammatory cytokines signaling (Adamson et al., 2009) and that it is required for differentiation and expansion of Th17 cells, key players of MS disease activity (Brucklacher-Waldert et al., 2009). In particular, four different SNPs mapping in *STAT3* have been described as associated with MS in GWA studies: rs744166 (Jakkula et al., 2010), rs2293152 (Patsopoulos et al., 2011), rs9891119 (International Multiple Sclerosis Genetics Consortium [IMSGC] et al., 2011), and rs4796791 (International Multiple Sclerosis Genetics Consortium [IMSGC] et al., 2013). Among them, rs2293152 is in close proximity to a protein-coding exon, being located 50 nt upstream of *STAT3* exon 14 (Figure 1A), and could in theory affect the expression levels of the circRNAs hsa_circ_0043813 (CircBase, chr17:40481427-40481794, hg19), which is composed of exons 12, 13, and 14 (Refseq NM_003150).

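In GRCh37, *STAT3* (ENSG00000168610) lies on the minus strand of chromosome 17 from 40465342 to 40540558. Numbered along the MANE transcript of GENCODE, which has 24 exons, exon 12 spans positions 40481765 to 40481794 and is 30 nt long. Exon 13 spans 40481572 to 40481665 (94 nt), and exon 14 spans 40481428 to 40481475 (48 nt). Introns of 99 nt and 96 nt separate them. Both ends of the circRNA coincide with exon boundaries once its circBase start, 40481427, is read as counted from 0, and its exons add up to 172 nt. In the RNA-seq libraries of Jurkat cells treated with a negative-control GapmeR, the linear and circular transcripts of *STAT3* together gave 118 ± 2.51 CPM (SD, n = 3), where CPM scales the counts to library size, and gene counts do not separate the circRNA from the mRNA.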

**FIGURE 1:**
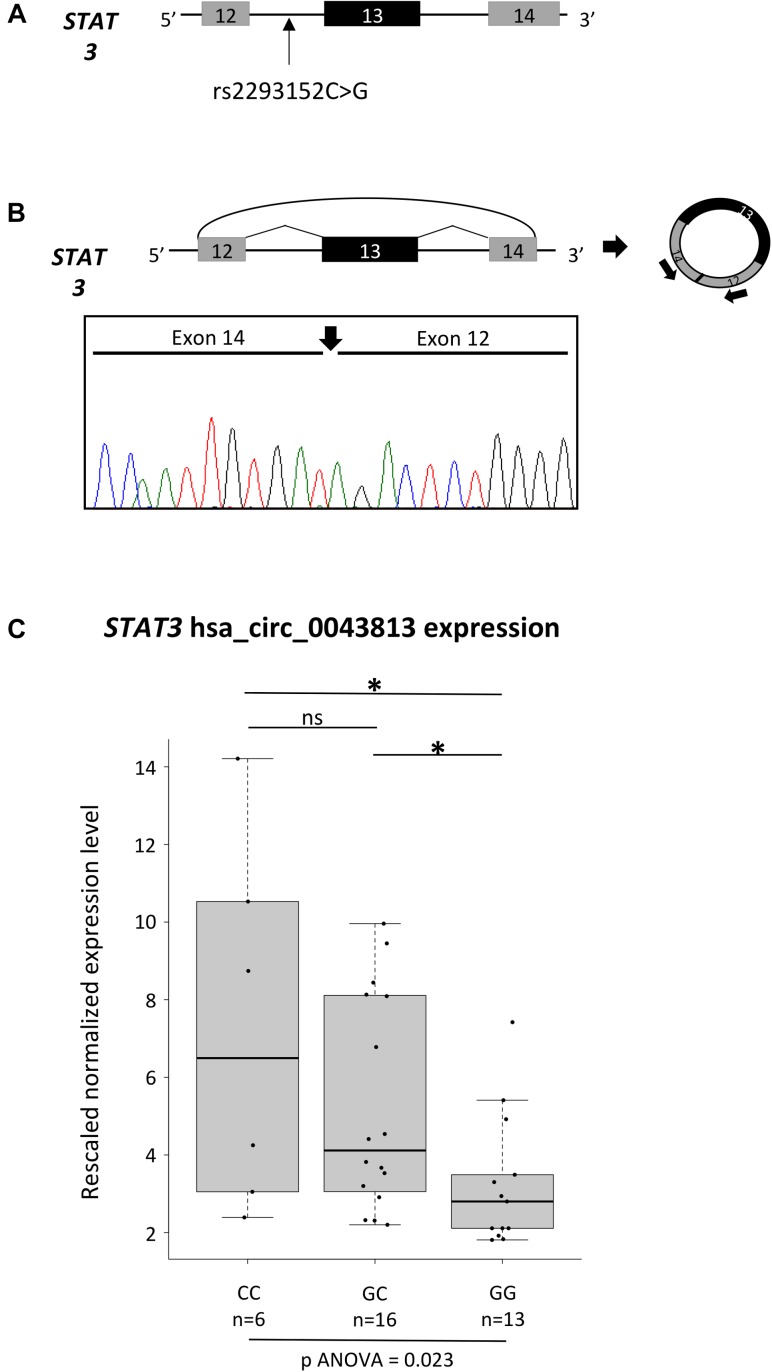
Characterization of the hsa_circ_0043813 circRNA deriving from the *STAT3* gene. **(A)** Schematic representation of the *STAT3* genomic region spanning from exon 12 to 14. Exons are depicted as boxes (in scale), and introns as lines. The position of the SNP rs2293152 is shown by an arrow. **(B)** Schematic representation of the formation of the *STAT3* circRNA hsa_circ_0043813 through a back-splicing event between exons 14 and 12. Exons are approximately drawn to scale; the curved arrow joins the 5′ splice site of exon 14 to 3′ splice site of exon 12. On the right, a schematic representation of the circRNA is depicted; arrows below exon 12 and 14 indicate the divergent primer couple used to detect the circRNA. Below the scheme, direct-sequencing electropherogram shows the head-to-tail splice junction, indicated by a black arrow, located between exons 14 and 12. **(C)** Boxplots showing expression levels of the hsa_circ_0043813 circRNA measured by semi-quantitative real-time RT-PCR in PBMCs of 35 healthy controls. Boxes define the interquartile range; the thick line refers to the median. Results were normalized to expression levels of the *HMBS* housekeeping gene, and for each sample three technical replicates were performed. The number of subjects belonging to each group is also indicated (n). The significance level of *t*-test analysis is shown. ^∗^*p* < 0.05; ns, not significant.

To confirm the existence/expression of hsa_circ_0043813, we first performed a RT-PCR assay with a divergent primer couple tagging exons 12 and 13 on RNA extracted from PBMCs of two healthy controls. Direct sequencing of the circRNA product confirmed the presence of the backspliced exons 12 and 14, joined by a head-to-tail splice junction (Figure 1B). The analysis of the expression levels of the hsa_circ_0043813 circRNA was hence performed on a total of 35 healthy subjects: 6 homozygous for the CC genotype, 16 heterozygous, and 13 homozygous GG (Figure 1C). Our data showed significant different expression levels upon genotype stratification, with the CC subjects showing the highest levels of expression (one-way ANOVA *p* = 0.023).

### CircRNA Landscape in SH-SY5Y and Jurkat T Cell Lines

Due to the striking enrichment in circRNAs mapping in the regions associated with MS, we looked at the circRNA landscape of two cell lines, SH-SY5Y and Jurkat cells, representing tissues relevant for MS, by analyzing high-coverage RNA-seq data already available in our lab. 

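Jurkat E6-1 is a line of human T lymphocytes. The deposited Jurkat data come from 6 libraries of total RNA, each prepared from 500 ng. Cells had taken up 500 nM of a GapmeR, an antisense oligonucleotide that directs cleavage of the RNA it binds, and were harvested at 24 h. The GapmeR was a negative control in 3 libraries and targeted the long non-coding RNA *MALAT1* in the other 3. The paper's text does not name this treatment or say which of these libraries its Jurkat sample holds, so values are given by group. The authors deposited the number of reads counted on each of 63677 Ensembl gene identifiers in each library, as raw counts without normalization. The paper's text does not name the tool or annotation behind these counts, nor whether strand was used. Overlapping genes and genes with near-identical copies are therefore uncertain.
The counts summed to 46017426, 44797830 and 33040803 in the control libraries (median 44797830). They summed to 64536315, 52389747 and 59577170 in the *MALAT1* knockdown libraries (median 59577170). Each knockdown library held more counts than any control library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The sums were 123856059 counts over the control libraries, 176503232 over the knockdown libraries and 300359291 over all 6. The paper's own depth, 197 M for Jurkat cells, is in sequenced reads, and all values here use the deposited counts. The mitochondrial ribosomal RNA gene *MT-RNR2* took between 19.9% and 23.8% of the counts of a library. Counts were scaled to CPM with library sizes adjusted by edgeR's TMM method.
*MALAT1* (ENSG00000251562, chromosome 11, 65265111 to 65275544 in GRCh37), the target of the knockdown, had 899, 968 and 946 CPM in the control libraries and 234, 241 and 191 CPM in the knockdown libraries. The log2 fold change was -2.08 (standard error 0.0842, adjusted p = 3.43e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 17558 genes). With each library left out in turn, it stayed between -2.14 and -1.98. No other gene had an adjusted p under 0.05, while 2219 genes had an unadjusted p under 0.05. Without an expression filter, 508 genes passed the adjusted threshold, and without control replicate 3, 33 genes did.

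**Figure D1:**
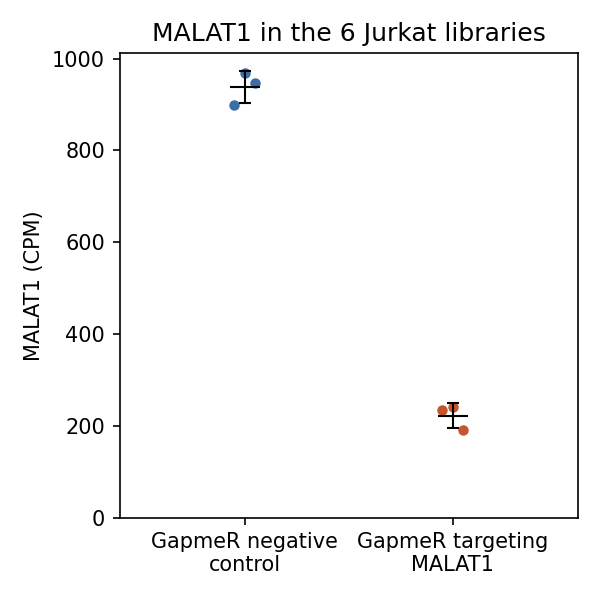
CPM of MALAT1 in each Jurkat library (points), with the mean and SD of each group of 3 libraries (black lines). The control libraries lie between 899 and 968 CPM and the knockdown libraries between 191 and 241 CPM.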

We obtained ∼186 and 197 million reads for SH-SY5Y and Jurkat cells, respectively (Figure 2A). The circRNA analysis detected the presence of 539 circRNAs supported by at least five reads in SH-SY5Y cells, and of 2,032 circRNAs in Jurkat cells. About half (52%) of circRNAs identified in SH-SY5Y cells were also present in the Jurkat sample (Figure 2B). Most of the detected circRNAs were already annotated in circBase (89% for SH-SY5Y, 68% for Jurkat cells; Figure 2C). In Supplementary Table 3 we listed the 61 and 643 circRNAs that were newly identified in SH-SY5Y and Jurkat cells, respectively. 

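The sheet as analysed here holds 639 circRNAs for Jurkat cells, where the paper's reported number is 643, and 61 for SH-SY5Y cells. Their positions in hg19 were compared with the exons of GENCODE. Of the Jurkat circRNAs, 521 (81.5%) had both ends at exon boundaries of a single gene, 103 had one such end and 15 had none. The Jurkat circRNAs were supported by a median of 6 reads (from 5 to 272), and 223 of them had 5 reads. The most abundant one in this list of newly identified circRNAs spanned positions 23541232 to 23545527 of chromosome 19, within *ZNF91*, with 272 reads. The 521 circRNAs came from 399 genes, and *MYO18B* on chromosome 22 gave the most within the list, with 6. These ranks do not cover the Jurkat circRNAs that the paper found in circBase.
All 399 host genes reached a mean of 1 CPM in the control libraries of Jurkat cells, with a lowest value of 1.47 CPM. The circRNAs were called from reads of this same series, so some expression of their host genes was given in advance. The SH-SY5Y circRNAs with both ends at exon boundaries came from 45 genes, of which 21 are among the 399. Of the other 24, 14 reached a mean of 1 CPM in Jurkat cells (58.3%). The list holds newly identified circRNAs only, so these 24 genes may host other circRNAs in Jurkat cells. The median over the 399 host genes was 90.6 CPM, and between 87.6 and 92.7 CPM within single control libraries. Across the 13230 genes with a mean of at least 1 CPM, the median was 22.1 CPM. These medians are not divided by exon length, and the calling of circRNAs from the same reads bears on their difference too. Of the genes named above, *ZNF91* had 114 ± 5.25 CPM (SD, n = 3) and *MYO18B*, whose circRNAs had from 5 to 29 reads, had 382 ± 23.4 CPM.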

Interestingly, we identified 18 (two novel) and 4 circRNAs derived from the MS-associated genes in Jurkat and SH-SY5Y cells, respectively (Figure 2B and Table 3).

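Table 3 as analysed here lists 17 circRNAs for Jurkat cells, where the paper's reported number is 18, and 4 of the 17 are also listed for SH-SY5Y cells. They come from 7 genes. *CLEC16A* gives the most, with 4, and *TET2* gives 1. In 15 of the 17, both ends coincide with exon boundaries of the gene's MANE transcript, and the exons between the ends number from 1 to 11 and add up to between 174 and 3455 nt. The shortest is hsa_circ_0001708, exons 2 and 3 of *IKZF1*. The longest is hsa_circ_0070562, exon 3 of *TET2*. The *MANBA* circRNAs share an end at position 103651893 of chromosome 4 (hg19), which lies within the gene, in no annotated exon and 2130 nt from the nearest exon end. Of the 15 circRNAs with a circBase identifier, 9 are also in the study's list of circRNAs overlapping the MS blocks and 6 are not.
The circRNAs without an identifier are both from *IKZF1*, on the plus strand of chromosome 7. One joins the end of exon 7 to the start of exon 2 (positions 50358644 to 50459561) and was supported by 5 reads. It has 864 nt of annotated exons between its ends. Its junction, with 20 nt of GRCh37 sequence from each exon, reads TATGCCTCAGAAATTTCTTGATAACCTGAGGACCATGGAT. The other joins exon 7 to exon 4 (50444231 to 50459561) and was supported by 30 reads. It has 690 nt of annotated exons between its ends, and its junction reads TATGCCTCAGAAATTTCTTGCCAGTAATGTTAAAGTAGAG. The read numbers are for the back-splice junctions, so which of the exons between the ends each circRNA holds was not measured.
The host genes differed widely in level, but little between groups of libraries. *IKZF1* (ENSG00000185811) was highest, at 512 ± 15.6 CPM in the control libraries and 525 ± 2.94 CPM in the *MALAT1* knockdown libraries (SD, n = 3 each). *TET2* had 63.0 ± 5.97 and 62.2 ± 1.54 CPM, *TIMMDC1* 62.0 ± 4.24 and 60.1 ± 0.885 CPM, and *VMP1* 48.8 ± 5.61 and 45.9 ± 1.02 CPM. *CLEC16A* had 37.5 ± 0.899 and 36.8 ± 0.973 CPM, and *MANBA*, the lowest, 17.6 ± 0.816 and 16.2 ± 0.857 CPM. No host gene had an adjusted p under 0.05 between the groups, and none had an unadjusted p under 0.05. The direction of the small differences in *TIMMDC1*, *TET2* and *VMP1* turned over without control replicate 3, where their log2 fold changes were 0.014, 0.063 and 0.013.

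**Figure D2:**
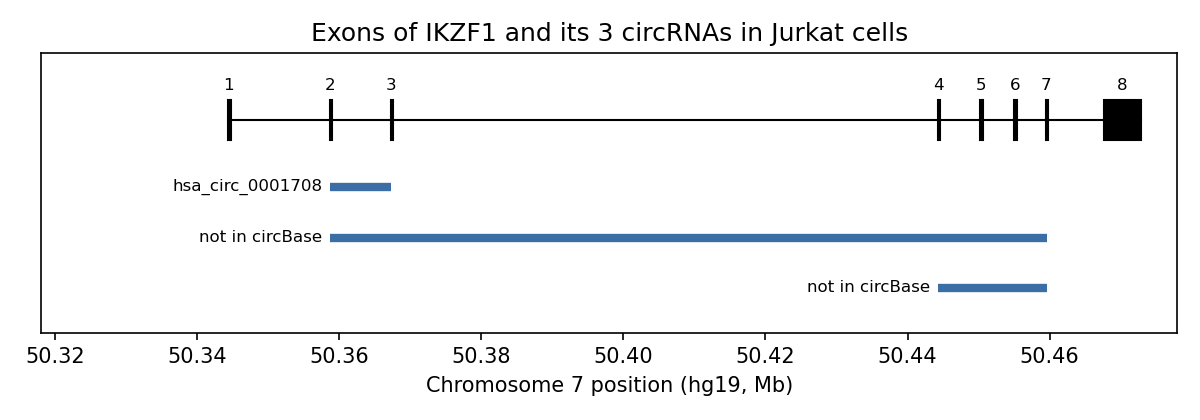
Exons 1 to 8 of the IKZF1 MANE transcript (black boxes) on chromosome 7 in hg19, with the genomic span of the 3 circRNAs of Table 3 (blue bars). The circRNAs without a circBase identifier share their end at position 50459561.

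**Figure D3:**
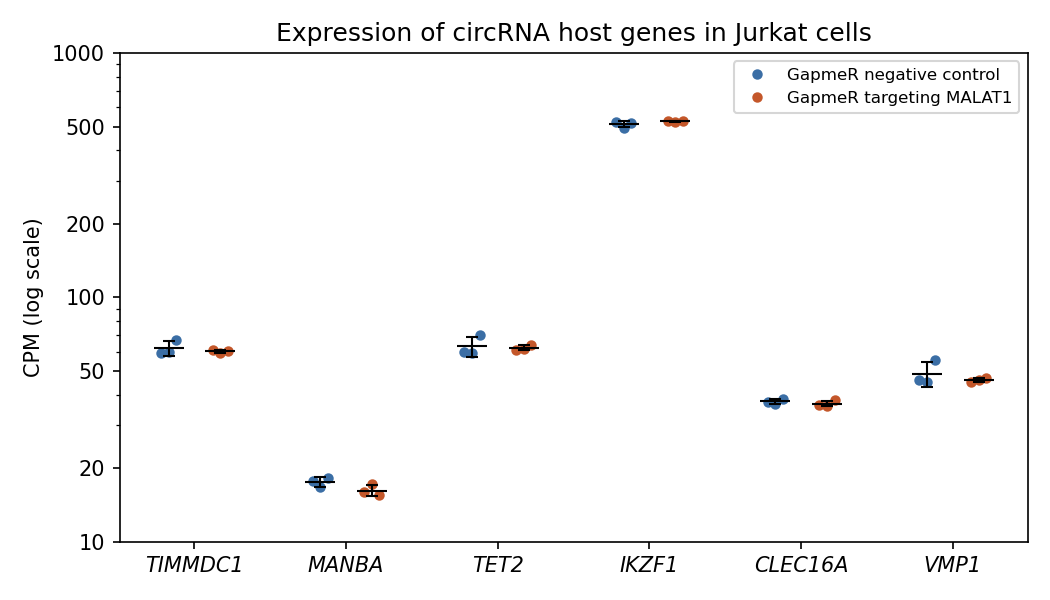
CPM of host genes named in Table 3 in each Jurkat library on a log scale (points), with the mean and SD of each group of 3 libraries (black lines). IKZF1 lies near 512 CPM and MANBA near 17.6 CPM in the control libraries.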

**FIGURE 2:**
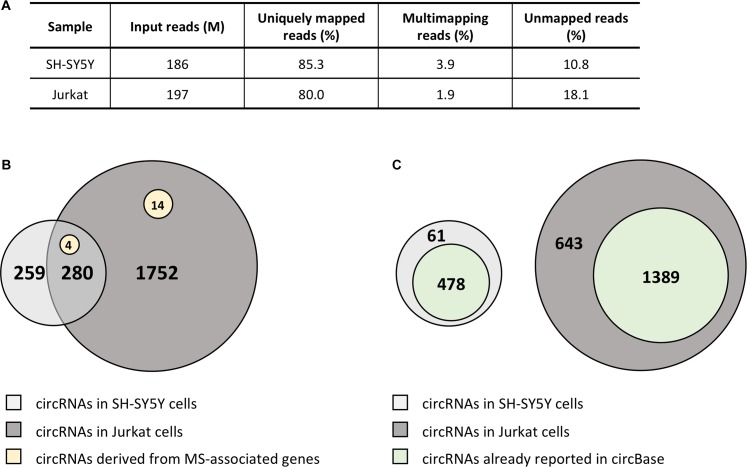
CircRNA landscape of SH-SY5Y and Jurkat cells. **(A)** Table showing alignment statistics of RNA-seq experiments in SH-SY5Y and Jurkat cells. M, million reads. **(B)** Venn diagrams representing the number of circRNAs shared by SH-SY5Y and Jurkat cells. The number of circRNAs identified only in one cell type is also shown. Yellow circles represent those circRNAs derived from MS-associated genes. **(C)** Venn diagrams representing the number of circRNAs that were already described in circBase for each cell line.

**Table 3:** CircRNAs identified in Jurkat and SH-SY5Y cell lines within MS-associated genes.

Chr	Start^∗^	End^∗^	CircRNA ID^∗∗^	Gene	Jurkat	SH-SY5Y
3	119219542	119222868	hsa_circ_0001329	*TIMMDC1*	×	×
3	119219542	119232566	hsa_circ_0006884	*TIMMDC1*	×	
3	119219542	119236162	hsa_circ_0066874	*TIMMDC1*	×	
4	103610731	103651893	hsa_circ_0001431	*MANBA*	×	
4	103635595	103651893	hsa_circ_0142051	*MANBA*	×	
4	106155054	106158508	hsa_circ_0070562	*TET2*	×	×
7	50358644	50367353	hsa_circ_0001708	*IKZF1*	×	
7	50358644	50459561	novel	*IKZF1*	×	
7	50444231	50459561	novel	*IKZF1*	×	
16	11063018	11076848	hsa_circ_0004179	*CLEC16A*	×	
16	11114050	11145498	hsa_circ_0002086	*CLEC16A*	×	
16	11114050	11154879	hsa_circ_0000672	*CLEC16A*	×	
16	11114050	11220003	hsa_circ_0007846	*CLEC16A*	×	×
17	57808782	57816308	hsa_circ_0006508	*VMP1*	×	×
17	57808782	57851246	hsa_circ_0005077	*VMP1*	×	
22	22153301	22162135	hsa_circ_0004872	*MAPK1*	×	
22	22160139	22162135	hsa_circ_0008870	*MAPK1*	×	

^∗^*circRNA position is according to DCC output and referred to version hg19 of the genome. ^∗∗^circRNA identifier is referred to circBase nomenclature*.

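In the control libraries of Jurkat cells, *UBAP2* (ENSG00000137073) had 97.2 ± 2.09 CPM (SD, n = 3) and stood at percentile 85.8 of the 13230 genes with a mean of at least 1 CPM. *WHSC1*, listed under its current symbol *NSD2* (ENSG00000109685), had 325 ± 12.0 CPM (SD, n = 3), at percentile 97.5. In the *MALAT1* knockdown libraries these values were 96.9 ± 3.98 and 334 ± 1.82 CPM, with adjusted p-values of 0.969 and 0.698 from edgeR's quasi-likelihood test. In each of the 6 libraries, *WHSC1* was between 3.21 and 3.56 times as high as *UBAP2* in CPM. That ratio is not adjusted for exon length, which is 20352 nt for *WHSC1* and 12402 nt for *UBAP2*, so it overstates the difference per kb. Dividing CPM by exon length lowered the percentiles most, to 65.3 for *UBAP2* and 82.6 for *WHSC1*. Beside them in Jurkat cells, *MPP6* (current symbol *PALS2*, ENSG00000105926) had 33.5 ± 3.39 CPM and *ZNF124* (ENSG00000196418) 31.9 ± 2.57 CPM (SD, n = 3), at percentiles 60.5 and 59.0. Among the Jurkat circRNAs that the study lists as new, *UBAP2* and *WHSC1* each gave 1 with both ends at exon boundaries, *MPP6* gave 2 and *ZNF124* gave 0. A circRNA with only one end at an exon boundary of *ZNF124*, from 247319708 to 247323115 on chromosome 1 (hg19), had 106 reads in Jurkat cells. That list also holds hsa_circ_0142051 of *MANBA*, for which Table 3 gives a circBase identifier.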

Finally, *UBAP2* and *WHSC1*, and *MPP6* and *ZNF124* were the genes giving origin to the highest number of different circRNAs species in Jurkat and SH-SY5Y, respectively (Supplementary Figure 2). These genes show completely different genomic structures, going from 29 exons distributed on a region of 127 kb in the case of the *UBAP2* gene, to 4 exons spread over 16 kb for the *ZNF124* gene. Instead, for all these genes we observed highest level of expression in cell lines of lymphoid origin and in SH-SY5Y when compared to other cell lines (source^5^).

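In GRCh37, *UBAP2* occupies positions 33921691 to 34049386 on the minus strand of chromosome 9. Its MANE transcript has 29 exons over 127 kb. *WHSC1* lies on chromosome 4 from 1873120 to 1983934, and its MANE transcript has 22 exons over 110.8 kb. *MPP6* lies on chromosome 7 from 24612887 to 24733812, with 12 exons over 121 kb. *ZNF124* lies on the minus strand of chromosome 1 from 247285277 to 247335322. Its MANE transcript has 4 exons over 17.0 kb, while the gene record as a whole, with all its transcripts, spans 50.1 kb.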

## Discussion

New classes of ncRNAs have been described over the last years; they all display regulatory functions, being part of a large RNA communication network that ultimately regulates the fundamental cellular functions (Adams et al., 2017). Many of them have in fact emerged as regulators of crucial mechanisms (Vidigal and Ventura, 2015; Barrett and Salzman, 2016; Quinn and Chang, 2016), and evidence suggests their implication in various diseases (Mendell and Olson, 2012; Vučićević et al., 2014). Given this background, in this work we aimed at identifying possible enrichments in non-coding elements at MS genome-wide associated loci, that could point to their involvement in the susceptibility to the disease.

By taking advantage of the top hits identified in MS GWASs and of the LD structure of the Italian population, we demonstrated a striking enrichment of circRNAs in the LD blocks harboring MS-associated SNPs. This result suggests that this class of ncRNAs could play an important role in the disease predisposition and supports emerging evidence in the literature indicating that a dysregulation of the back-splicing process could be a signature of the disease. More specifically, our group identified in MS patients, for the first time, one dysregulated circRNA (Cardamone et al., 2017) derived from *GSDMB*, a gene associated with susceptibility to asthma and autoimmune diseases. Subsequently, Iparraguirre et al. (2017) performed a microarray analysis identifying 406 differentially expressed circRNAs and validating two of them (both deriving from the *ANXA2* gene). As the biogenesis of circRNAs competes with pre-mRNA splicing (Ashwal-Fluss et al., 2014), alterations in the back-splicing process may also interfere with alternative splicing (AS), a mechanism already demonstrated to be dysregulated in MS (Evsyukova et al., 2010; Paraboschi et al., 2015).

Considering that AS dysregulation has been described as a possible pathogenic mechanism underlying autoimmune diseases (Evsyukova et al., 2010; Paraboschi et al., 2015; Juan-Mateu et al., 2016), and given the tight interconnection between AS and back-splicing, we hypothesized that an enrichment in circRNAs could be a signature also for other autoimmune disorders. Recent findings showed that immune-mediated diseases have a complex network of shared genetic architecture, with ∼70% of the associated loci for each disease being shared with other autoimmune disorders (Farh et al., 2015). We hence investigated whether we could identify a ncRNA signature also in systemic lupus erythematosus (SLE) and rheumatoid arthritis (RA), taking advantage of the GWAS top hits for these diseases (Okada et al., 2014; Bentham et al., 2015). By applying the same pipeline used for MS, we observed in SLE a circRNA enrichment in the LD blocks corresponding to GWAS signals (Supplementary Tables 3, 4). This result is in line with a growing body of evidence in the literature of an involvement of circRNAs in the disease: circHLA-C was in fact shown to be increased in patients affected by lupus nephritis (LN), a kidney disease caused by SLE. In addition, circHLA-C was correlated with clinical disease activities and was suggested to act as sponge for miR-150 (which, in turn, positively correlates with renal chronicity index in LN patients) (Luan et al., 2018). Regarding RA, we could not find any circRNA enrichment in the LD blocks corresponding to genome-wide associated loci (Supplementary Table 5). This finding, however, may not be so surprising: systematic reviews on familiar clustering of autoimmune disorders found evidence of an inverse clustering of RA and MS, suggesting that these two pathologies might be less closely related than other autoimmune diseases (Richard-Miceli and Criswell, 2012).

In our work, by studying *STAT3* hsa_circ_0043813, we also showed that the expression level of specific circRNAs may be influenced by the genotype of disease-associated SNPs (which might be defined as circ-eQTL). This observation could be very useful in understanding the functional impact of disease-associated SNPs, a task that still remains a key challenge of the post-GWAS era. Our hypothesis is that some variants associated with MS may impact on the biogenesis or on the sequence of circRNAs. This is in line with what has been reported for circANRIL, the only example of circRNA for which a link between disease associated SNPs and circRNA biogenesis has been demonstrated (Holdt et al., 2016). CircANRIL derives from the lncRNA ANRIL (Burd et al., 2010), transcribed from the CAD risk locus on chromosome 9p21. Holdt et al. (2016) demonstrated that carriers of the CAD-protective haplotype at this locus have significantly increased expression of circANRIL, and this is inversely correlated with the expression of linear ANRIL (linANRIL). Moreover, highest circANRIL:linANRIL ratios are found in CAD-free patients, thus implying an atheroprotective role of circANRIL. It is therefore likely that SNPs contained in the 9p21 haplotype are responsible for differential circANRIL formation, and that subtle genotype-directed gene expression differences may modulate the risk to develop the disease (Holdt et al., 2016). On the basis of this example, we can speculate that there might be other cases in which a disease-associated SNP exerts its functional effect by modulating the levels of specific circRNAs and, hence, modifying the ratio of the circular:linear isoforms. Of note, the RNA-seq analysis of the circRNA landscape in Jurkat cells highlighted the existence of 18 circRNAs deriving from seven MS-associated genes (∼8% of the total number of genes here considered; Supplementary Table 1). This group of circRNAs, together with their linear counterparts, could be a good starting point for an in-depth analysis of circular:linear isoform ratio in PBMCs of MS patients vs. controls, also in the perspective to find novel, simple, and reliable biomarkers for MS susceptibility and progression.

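Supplementary Table 1 names 86 different genes over its 97 entries, and 84 of them were found in the Jurkat count table. Of the 86, 7 (8.14%) gave rise to a circRNA of Table 3. Counted as expressed at a mean of at least 1 CPM over the 3 control libraries, 52 of the 84 genes (61.9%) were expressed. The count was 65 at a minimum of 0.1 CPM and 46 at a minimum of 5 CPM. All 7 host genes were among the 52, so that 13.5% of the expressed genes gave a circRNA. The other 45 expressed genes included *TCF7* at 331 ± 15.6 CPM and *IQGAP1* at 254 ± 16.0 CPM (SD, n = 3), which ranked directly behind *IKZF1* among the 84. The host genes had a median of 62.0 CPM, against 6.51 CPM for the other 77 genes. This difference in median log2(CPM + 1) was 3.07 (two-sided permutation test across genes with 100000 resamples, p = 0.00938; genes are not replicates, so the test describes these libraries). Among expressed genes only, the difference was 1.09 (permutation p = 0.0848), and with CPM divided by exon length it was 1.65 (permutation p = 0.157). From the presence of these circRNAs in Jurkat cells, the paper proposes that they could, together with their linear counterparts, serve as a starting point for measuring ratios of circular to linear isoforms in patients and controls.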

We are aware that our work has the potential limitation of comparing MS-associated loci, which are by definition non-random, with randomly sampled genomic regions. However, we think we have accounted for the main sources of bias by considering regions of equal length and exon density, and by performing a large number of iterations.

In conclusion, this work showed for the first time that MS-GWAS top hits map in LD blocks enriched in circRNAs, suggesting that this feature could be shared by other autoimmune diseases, and pointing to circRNAs as possible novel contributors to the disease pathogenesis.

## Ethics Statement

The study was approved by the Ethics Committee of the Humanitas Research Hospital and conducted according to the Declaration of Helsinki. All subject signed an appropriate informed consent.

## Author Contributions

EP and RA conceived and designed the experiments. GC and EP performed the experiments. RA and EP analyzed the data. EP drafted the paper. GC, GS, SD, and RA critically revised the manuscript. RA supervised the entire study.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Interpreting Non-coding Genetic Variation in Multiple Sclerosis Genome-Wide Associated Regions
**Source:** Front Genet. 2018 Dec 17;9:647. doi: 10.3389/fgene.2018.00647
**Supplement:** Supplementary file 1

**SUPPLEMENTARY MATERIAL**

**Interpreting non-coding genetic variation in multiple sclerosis**

**genome-wide associated regions**

Elvezia Maria Paraboschi^1^, Giulia Cardamone^1^, Giulia Soldà^1,2^, Stefano Duga^1,2^, Rosanna Asselta^1,2*^

**Content**

- - - - **Supplementary Methods.** Bioinformatic pipeline for enrichment analyses of disease-associated LD blocks.
- **Supplementary Table 1.** Susceptibility SNPs associated with MS
- **Supplementary Table 2.** Susceptibility SNPs associated with CAD
- **Supplementary Table 4.** Results of the analysis performed on the SLE-associated loci (upper part) and on 1,000 random sets (lower part)
- **Supplementary Table 5.** Results of the analysis performed on the RA-associated loci (upper part) and on 1,000 random sets (lower part)
- **Supplementary Figure 1.** Flowchart representing the pipeline steps.
- **Supplementary Figure 2.** Principal components of ancestry in Italians (our cohort) and Europeans (1000 Genome project subjects)
- **Supplementary Figure 3.** Distribution of circRNAs per gene
- **References**

**Note**

Supplementary Table 3 is contained in Excel file “Paraboschi et al - Supplementary table 3”

**SUPPLEMENTARY METHODS**

**Bioinformatic pipeline for enrichment analyses of disease-associated LD blocks.**

List of commands for the analysis of disease-associated LD blocks.

**#script1: create random subsets of SNPs extracted from the annotation file**

#!usr/bin/sh

for i in {1..1000}

do

gshuf -n xx list_SNP_bed_Intron > random_subset_$i

#xx: select the number of SNPs to extract

gshuf -n xx list_SNP_bed_nonIntron >> random_subset_$i

done

**#script2: for each random subset (or disease-specific list) find the blocks in which each SNP lies**

#!usr/bin/sh

for i in {1..1000}

do

perl block_finder.pl random_subset_$i random_subset_block_$i

done

#block_finder.pl

#!usr/bin/perl -w

use strict;

my @chr;

my @pos;

my @rs;

my $filename = $ARGV[0];

my $output = $ARGV[1];

#ARGV[0] is the list of SNPs (random_subset_$i); ARGV[1] is the output file (random_subset_block_$i)

open(SUBSET, "$filename") or die $!;

while (<SUBSET>) {

chomp;

my @col = split /\s/, $_;

push @chr, $col[0];

push @rs, $col[2];

push @pos, $col[1];

}

close SUBSET;

my @final;

open(OUT, ">$output") or die $!;

print OUT "chr(hg19)\tstart\tend\trs\tposizione_rs(hg19)\tSNPs\n";

#open the file containing the LD block structure

open(BLOCKS, "LD_structure.bed") or die $!;

while (<BLOCKS>) {

chomp;

my @col = split /\t/, $_;

for (my $i = 0; $i <= $#chr; $i++) {

if (("$col[0]" eq "$chr[$i]") and ($pos[$i] >= $col[1]) and ($pos[$i] <= $col[2])) {

push @final, "$chr[$i]\t$col[1]\t$col[2]\t$rs[$i]\t$pos[$i]\t$col[3]\n";

} else {}

}

}

close BLOCKS;

foreach (@final) {

print OUT;

}

**#script3: for each block identified with the script2, find the overlapping non-coding features**

#!usr/bin/sh

for i in $(seq 1 1000)

do

perl nc_blocks.pl random_subset_block_$i lnc_$i circ_$i mir_$i SE_$i

done

#nc_blocks.pl

#!usr/bin/perl -w

use strict;

my @chr;

my @start;

my @end;

my @finale;

my @circ;

my @mir;

my @sea;

my $filename = $ARGV[0];

my $output = $ARGV[1];

my $output2 = $ARGV[2];

my $output3 = $ARGV[3];

my $output4 = $ARGV[4];

#ARGV[0] is the output file from script2 (random_subset_block_$i), it contains the blocks in which SNPs lie; ARGV[1] is the output file produced by this script containing lncRNAs overlapping the blocks (lnc_$i); ARGV[2] is the output file produced by this script containing circRNAs overlapping the blocks (circ_$i); ARGV[3] is the output file produced by this script containing miRNAs overlapping the blocks (mir_$i); ARGV[4] is the output file produced by this script containing SEs overlapping the blocks (SE_$i)

#file LD blocks

open(BLOCKS, "$filename") or die $!;

while (<BLOCKS>) {

chomp;

my @col = split /\t/, $_;

push @chr, $col[0];

push @start, $col[1];

push @end, $col[2];

}

close BLOCKS;

open(GTF, "gunzip -c gencode.v25lift37.long_noncoding_RNAs.gtf.gz |") or die $!;

open(OUT, ">$output") or die $!;

open(OUT2, ">$output2") or die $!;

open(OUT3, ">$output3") or die $!;

open(OUT4, ">$output4") or die $!;

#file lncRNAs

while (<GTF>) {

chomp;

my @col = split /\t/, $_;

for (my $i = 0; $i <= $#chr; $i++) {

if ($_ =~ m/^##/){}

elsif (($col[2] eq "gene") and ($col[0] eq "$chr[$i]") and ($col[3] >= $start[$i]) and ($col[4] <= $end[$i])) {

push @finale, "$col[0]\t$col[2]\t$col[3]\t$col[4]\t$col[8]\n";

} elsif (($col[2] eq "gene") and ($col[0] eq "$chr[$i]") and ($col[3] <= $start[$i]) and ($col[4] >= $start[$i]) and ($col[4] <= $end[$i])) {

push @finale, "$col[0]\t$col[2]\t$col[3]\t$col[4]\t$col[8]\n";

} elsif (($col[2] eq "gene") and ($col[0] eq "$chr[$i]") and ($col[3] >= $start[$i]) and ($col[3] <= $end[$i]) and ($col[4] >= $end[$i])) {

push @finale, "$col[0]\t$col[2]\t$col[3]\t$col[4]\t$col[8]\n";

} elsif (($col[2] eq "gene") and ($col[0] eq "$chr[$i]") and ($col[3] <= $start[$i]) and ($col[4] >= $end[$i])) {

push @finale, "$col[0]\t$col[2]\t$col[3]\t$col[4]\t$col[8]\n";

} else {}

}

}

close GTF;

foreach (@finale) {

print OUT;

}

#file circRNAs

open(CIRC, "hsa_hg19_circRNA_human_download") or die $!;

while (<CIRC>) {

chomp;

my @col = split /\t/, $_;

for (my $i = 0; $i <= $#chr; $i++) {

if ($_ =~ m/^##/){}

elsif (($col[0] eq "$chr[$i]") and ($col[1] >= $start[$i]) and ($col[2] <= $end[$i])) {

push @circ, "$col[0]\t$col[1]\t$col[2]\t$col[4]\t$col[11]\n";

} elsif (($col[0] eq "$chr[$i]") and ($col[1] <= $start[$i]) and ($col[2] >= $start[$i]) and ($col[2] <= $end[$i])) {

push @circ, "$col[0]\t$col[1]\t$col[2]\t$col[4]\t$col[11]\n";

} elsif (($col[0] eq "$chr[$i]") and ($col[1] >= $start[$i]) and ($col[1] <= $end[$i]) and ($col[2] >= $end[$i])) {

push @circ, "$col[0]\t$col[1]\t$col[2]\t$col[4]\t$col[11]\n";

} elsif (($col[0] eq "$chr[$i]") and ($col[1] <= $start[$i]) and ($col[2] >= $end[$i])) {

push @circ, "$col[0]\t$col[1]\t$col[2]\t$col[4]\t$col[11]\n";

} else {}

}

}

close CIRC;

foreach (@circ) {

print OUT2;

}

#file miRNAs

open(MIR, "hsa_miRNA") or die $!;

while (<MIR>) {

chomp;

my @col = split /\t/, $_;

for (my $i = 0; $i <= $#chr; $i++) {

if ($_ =~ m/^#/){}

elsif (($col[0] eq "$chr[$i]") and ($col[3] >= $start[$i]) and ($col[4] <= $end[$i])) {

push @mir, "$col[0]\t$col[2]\t$col[3]\t$col[4]\t$col[8]\n";

} elsif (($col[0] eq "$chr[$i]") and ($col[3] <= $start[$i]) and ($col[4] >= $start[$i]) and ($col[4] <= $end[$i])) {

push @mir, "$col[0]\t$col[2]\t$col[3]\t$col[4]\t$col[8]\n";

} elsif (($col[0] eq "$chr[$i]") and ($col[3] >= $start[$i]) and ($col[3] <= $end[$i]) and ($col[4] >= $end[$i])) {

push @mir, "$col[0]\t$col[2]\t$col[3]\t$col[4]\t$col[8]\n";

} elsif (($col[0] eq "$chr[$i]") and ($col[3] <= $start[$i]) and ($col[4] >= $end[$i])) {

push @mir, "$col[0]\t$col[2]\t$col[3]\t$col[4]\t$col[8]\n";

} else {}

}

}

close MIR;

foreach (@mir) {

print OUT3;

}

#file SEs

open(SEA, "superenhancer.bed") or die $!;

while (<SEA>) {

chomp;

my @col = split /\t/, $_;

for (my $i = 0; $i <= $#chr; $i++) {

if ($_ =~ m/^#/){}

elsif (($col[1] eq "$chr[$i]") and ($col[2] >= $start[$i]) and ($col[3] <= $end[$i])) {

push @sea, "$col[1]\t$col[2]\t$col[3]\t$col[4]\t$col[5]\t$col[6]\n";

} elsif (($col[1] eq "$chr[$i]") and ($col[2] <= $start[$i]) and ($col[3] >= $start[$i]) and ($col[3] <= $end[$i])) {

push @sea, "$col[1]\t$col[2]\t$col[3]\t$col[4]\t$col[5]\t$col[6]\n";

} elsif (($col[1] eq "$chr[$i]") and ($col[2] >= $start[$i]) and ($col[2] <= $end[$i]) and ($col[3] >= $end[$i])) {

push @sea, "$col[1]\t$col[2]\t$col[3]\t$col[4]\t$col[5]\t$col[6]\n";

} elsif (($col[0] eq "$chr[$i]") and ($col[2] <= $start[$i]) and ($col[3] >= $end[$i])) {

push @sea, "$col[1]\t$col[2]\t$col[3]\t$col[4]\t$col[5]\t$col[6]\n";

} else {}

}

}

close SEA;

foreach (@sea) {

print OUT4;

}

**#script4: Compute the statistics on the files produced**

#!usr/bin/sh

for i in $(seq 1 1000)

do

awk -F'\t' '{print $5}' lnc_$i | awk -F';' '{print $1}' | sort | uniq | wc -l >> lnc_count

awk -F'\t' '{print $4}' circ_$i | sort | uniq | wc -l >> circ_count

grep -w miRNA mir_$i | awk -F'\t' '{print $5}' | awk -F';' '{print $3}' | sort | uniq | wc -l >> mir_count

wc -l block_$i >> blocks_count

awk -F'\t' '{print $1,$2,$3}' SE_$i | sort | uniq | wc -l >> SE_count

done

**Supplementary Table 1.** Susceptibility SNPs associated with MS.

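Supplementary Table 1 pairs each SNP associated with MS with a gene or marks it as intergenic. It has 97 entries, of which 9 carry that mark. The circRNAs that overlap the MS blocks are listed by position in Supplementary Table 3. Neighbouring entries of that list often belong to the same gene. Merged into loci where they overlap or lie within 100 kb of each other, its 482 circRNAs fall into 41 loci. The largest locus, from 90931472 to 91045475 on chromosome 15 (hg19), covers *IQGAP1* and holds 64 circRNAs (13.3%). The 5 largest loci together hold 248 (51.5%). Merged only where they overlap, the circRNAs form 71 loci, the largest is the same one, and the 5 largest hold 192 (39.8%). A locus with many alternative back-splicing events adds all of them to a count of circRNAs, whereas a count of loci takes it once. This holds for the other lists too. Merged within 100 kb, the 5 largest loci held 57.4% of the CAD list, 72.1% of the SLE list and 49.0% of the RA list. Random blocks were not examined in this way, so these shares do not bear on the enrichment.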

Adapted from IMSGC et al. (2013)

* p-value is derived from the meta-analysis of discovery and replication phase.

**Supplementary Table 2.** Susceptibility SNPs associated with CAD.

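Supplementary Table 2 gives the SNPs associated with CAD in the same form. The 122 circRNAs that the study lists for the CAD blocks form 16 loci when merged within 100 kb, and the largest, on chromosome 17 from 1963132 to 2207069 and on chromosome 7 from 129662158 to 129691233 (hg19), the latter at *ZC3HC1*, hold 15 each (12.3% each). None of the CAD circRNAs is also in the MS list (0 of 122).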

* The reported p-values refer to the meta-analysis work presented by Nikpay and colleagues (Nikpay et al., 2015).

** rs6903956 did not result significantly associated with CAD in the meta-analysis. The association p-value as calculated in the original paper is instead shown (Wang et al., 2011).

**Supplementary Table 4.** Results of the analysis performed on the SLE-associated loci (upper part) and on 1,000 random sets (lower part).

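The p-values of Supplementary Table 4 count how often a random set reached the number found for SLE. Recomputed from the printed percentages with the stated formula over 1000 iterations, they are 0.0490 for lncRNAs, 0.0330 for circRNAs, 0.0150 for miRNAs and 0.00100 for SEs. The last is the smallest p that this many iterations can give. The 197 circRNAs listed for SLE form 20 loci when merged within 100 kb. The largest, on chromosome 7 from 128597277 to 128695227 (hg19), covers *TNPO3* and holds 44 of them (22.3%). Of the 197, 38 are also in the MS list.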

| **List** | ***n* blocks** | ***n* lncRNAs** | ***n* circRNAs** | ***n* miRNAs** | ***n* SEs** |
| --- | --- | --- | --- | --- | --- |
| SLE set | 34 | 18 | 197 | 6 | 14 |
|  |  |  |  |  |  |
| random sets* | 34.6 | 10.7 | 89.6 | 1 | 1.1 |
| SD | 2.7 | 3.8 | 46.4 | 1.4 | 1.2 |
| %** | - | 4.8 | 3.2 | 1.4 | 0 |
| *p-value* | - | 0.05 | 0.03 | 0.01 | 9.9*10^-4^ |

* For the random sets analysis, the average values calculated on 1,000 iterations are indicated.

*n*, number; SD, standard deviation.

** % of times in which the same or a larger number of lncRNAs, circRNAs, miRNAs, or SEs was obtained in the 1,000 iterations as compared to the SLE dataset.

P values were calculated as described (Davison and Hinkley, 1997); in detail: p value = (1+sum(s >= s0))/(N+1), where s is the observed value of the random set, s0 is the value of the observed SLE-specific result, and N is the number of bootstraps.

**Supplementary Table 5.** Results of the analysis performed on the RA-associated loci (upper part) and on 1,000 random sets (lower part).

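For RA, the printed percentages give p-values of 0.0360 for lncRNAs, 0.464 for circRNAs, 1 for miRNAs and 0.0120 for SEs. The 145 circRNAs listed for RA form 24 loci when merged within 100 kb, the largest of which, on chromosome 1 from 114240883 to 114397671 (hg19) around *PTPN22*, holds 18 (12.4%). With merging within 500 kb the largest locus lies on chromosome 19 and holds 22, and with merging only where they overlap it lies on chromosome 11, at *CUL5*, and holds 16. Of the 145, 16 are also in the MS list.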

| **List** | ***n* blocks** | ***n* lncRNAs** | ***n* circRNAs** | ***n* miRNAs** | ***n* SEs** |
| --- | --- | --- | --- | --- | --- |
| RA set | 58 | 28 | 145 | 0 | 9 |
|  |  |  |  |  |  |
| random sets* | 58.2 | 17.8 | 148.3 | 1.8 | 1.8 |
| SD | 3.6 | 4.9 | 59.5 | 2.1 | 1.5 |
| %** | - | 3.5 | 46.3 | 100 | 1.1 |
| *p-value* | - | 0.04 | 0.46 | 1.00 | 0.01 |

* For the random sets analysis, the average values calculated on 1,000 iterations are indicated.

*n*, number; SD, standard deviation.

** % of times in which the same or a larger number of lncRNAs, circRNAs, miRNAs, or SEs was obtained in the 1,000 iterations as compared to the RA dataset.

P values were calculated as described (Davison and Hinkley, 1997); in detail: p value = (1+sum(s >= s0))/(N+1), where s is the observed value of the random set, s0 is the value of the observed RA-specific result, and N is the number of bootstraps.

**
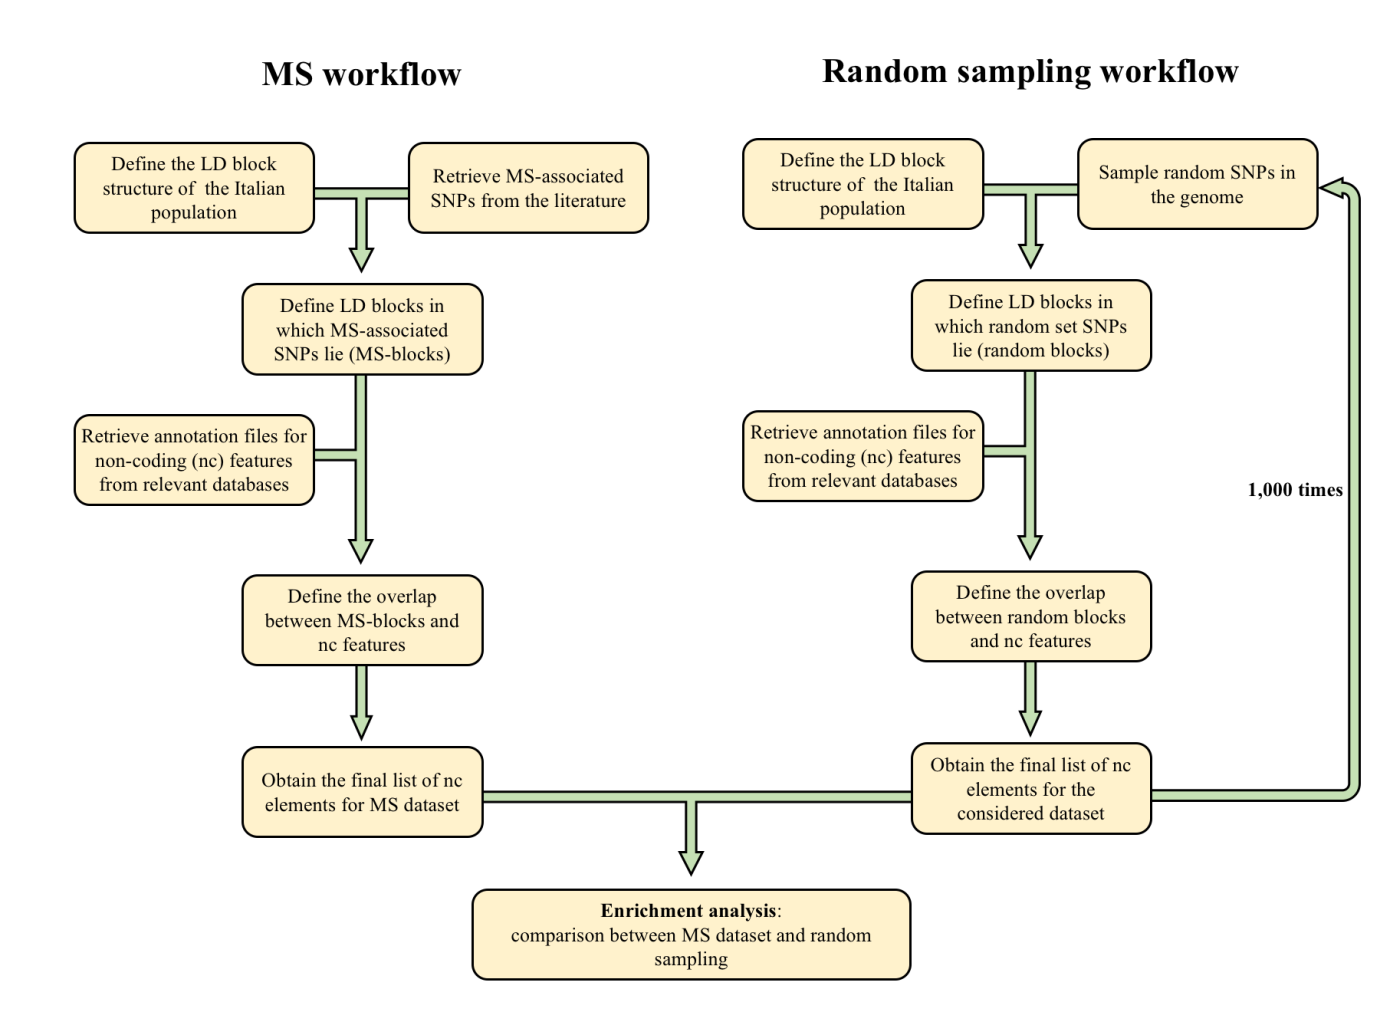
**

**Supplementary Figure 1. Flowchart representing the pipeline steps.**

**
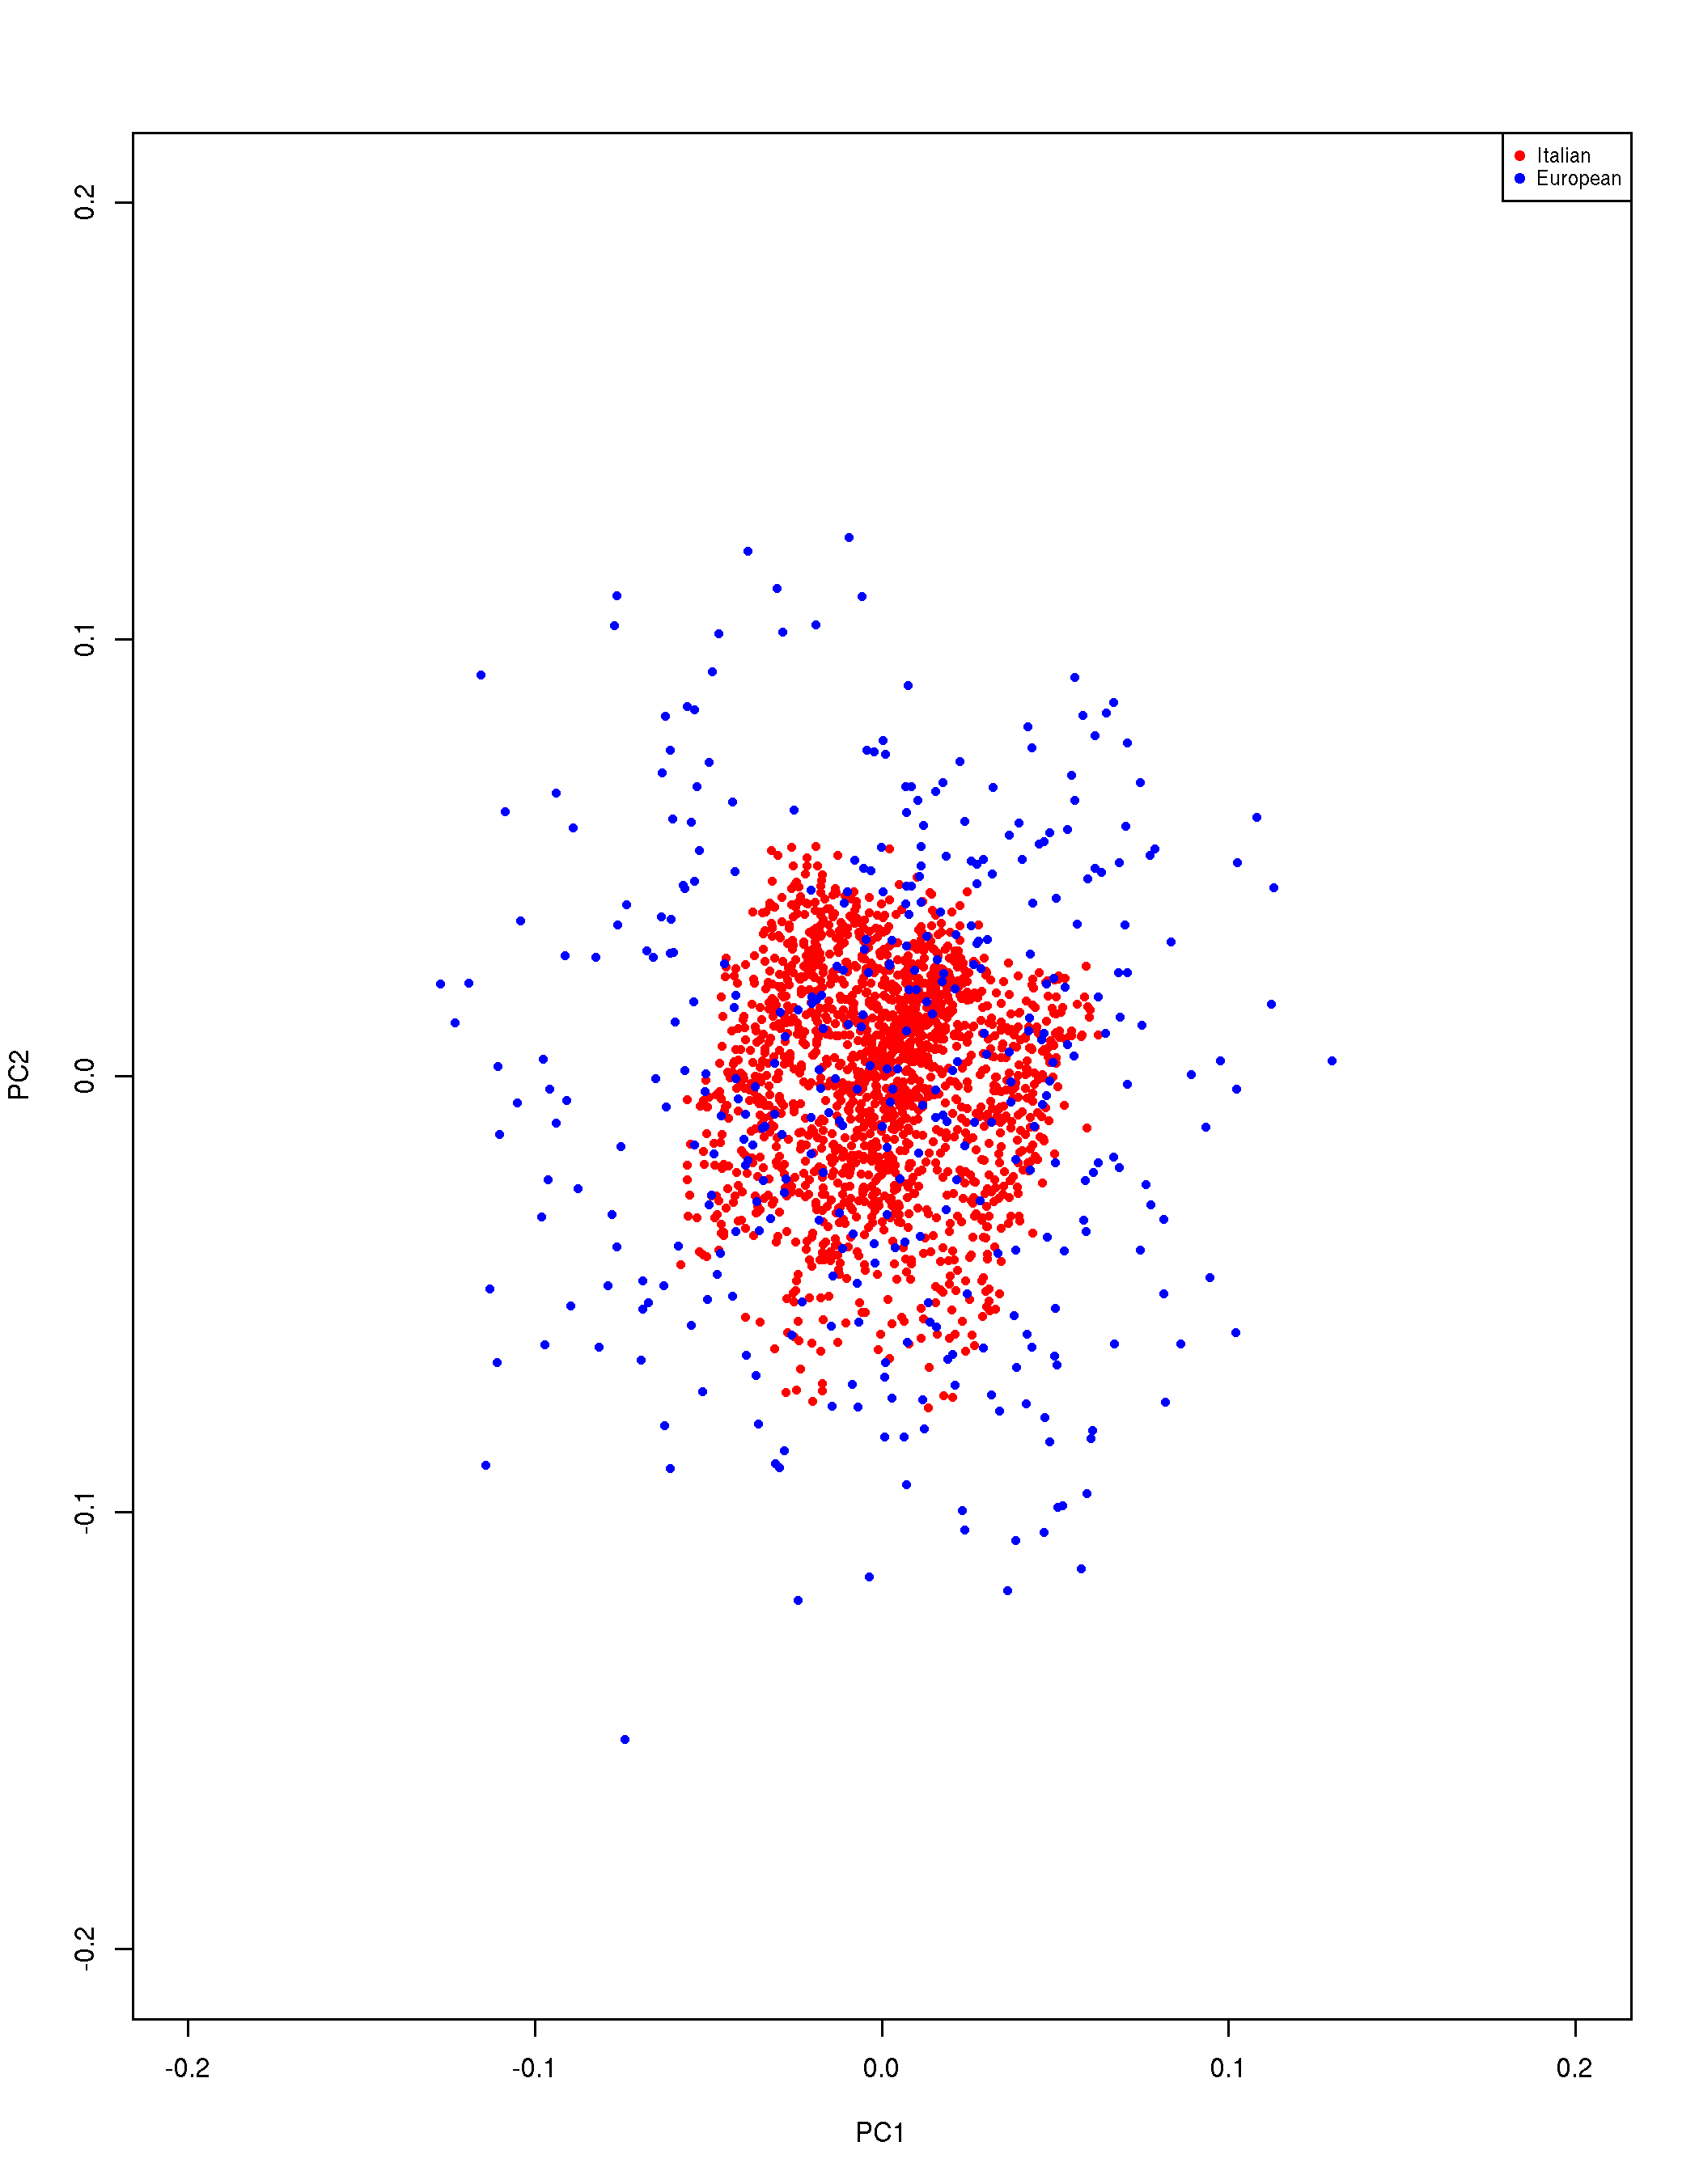
**

**Supplementary Figure 2. Principal components of ancestry in Italians (our cohort) and Europeans (1000 Genome project subjects).**

Principal component (PC) analysis of 1,668 healthy unrelated individuals of self-reported Italian origin (red dots) and of 503 individuals of European origin (from the 1000 Genome project, phase 3; blue dots). The two PCs are shown (PC1 and PC2), demonstrating a substantial overlap between the two populations. PC analysis was preformed using SmartPCA software contained in the EIGENSOFT package (Patterson et al., 2006; Price et al., 2006).

**
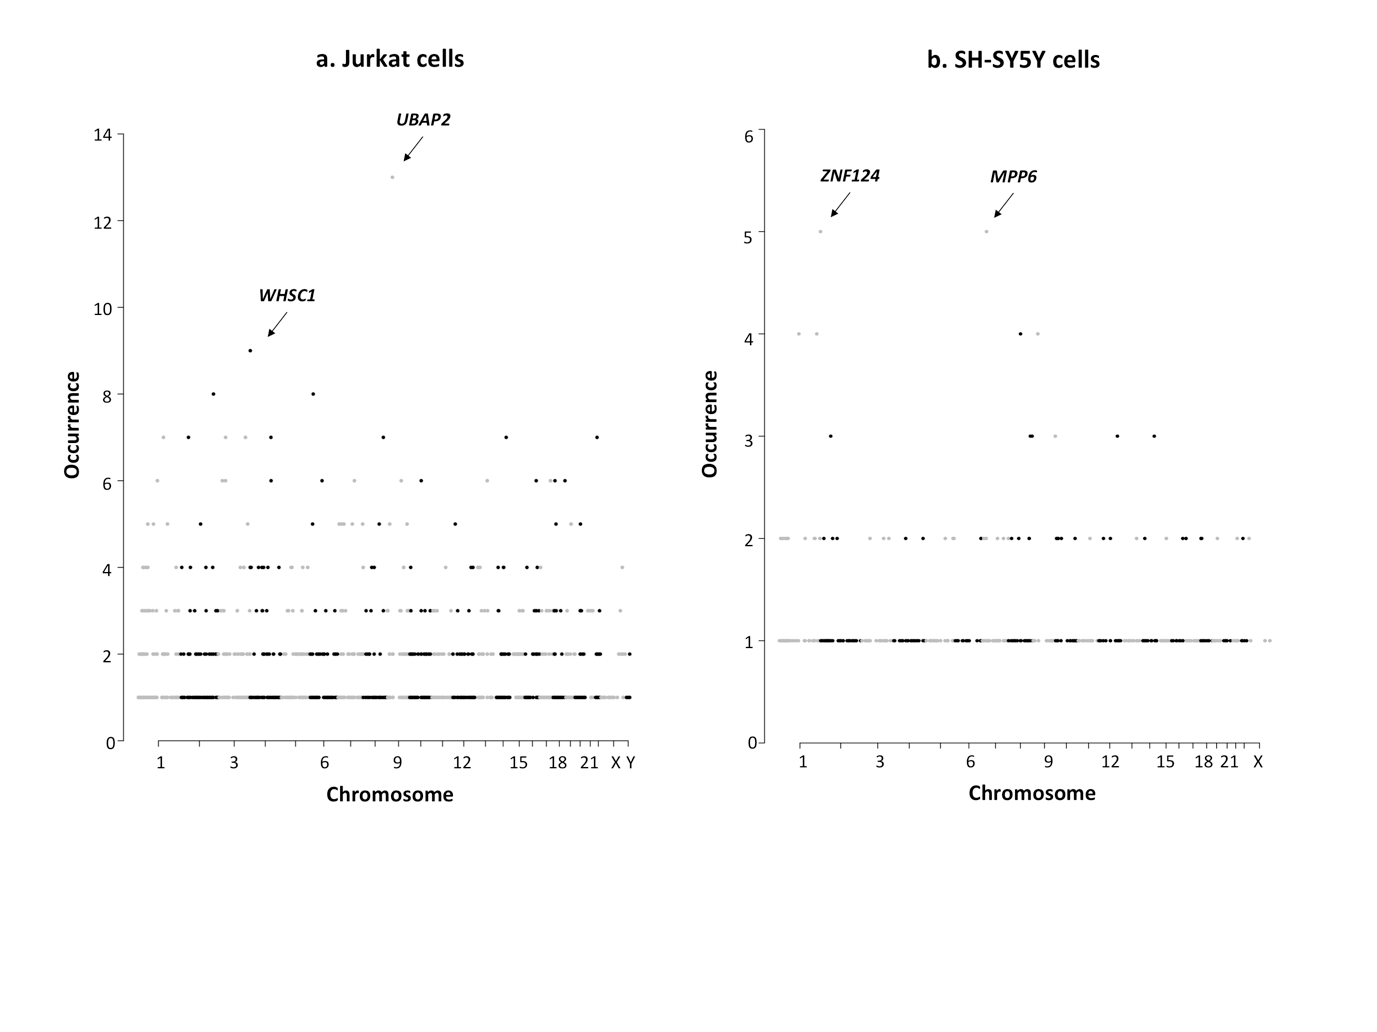
**

**Supplementary Figure 3. Distribution of circRNAs per gene.**

The figure shows the number of different species of circRNAs (supported by at least 5 reads) carried by each gene for Jurkat cells (panel a) and SH-SY5Y cells (panel b). Genes are separated according to their position on chromosomes (X axis) and represented as dots. The number of different circRNAs is reported on Y axis. Arrows indicate the genes characterized by the highest number of circRNAs, and their names are also shown.

**References**

Davison, A.C., Hinkley, D.V. (1997). Bootstrap methods and their application. New York: Cambridge University Press

International Multiple Sclerosis Genetics Consortium (IMSGC), Beecham, A.H., Patsopoulos, N.A., Xifara, D.K., Davis, M.F., Kemppinen, A., et al. (2013). Analysis of immune-related loci identifies 48 new susceptibility variants for multiple sclerosis. *Nat Genet*. 45, 1353-1360. doi: 10.1038/ng.2770

Nikpay, M., Goel, A., Won, H.H., Hall, L.M., Willenborg C., Kanoni S., et al. (2015). A comprehensive 1,000 Genomes-based genome-wide association meta-analysis of coronary artery disease. *Nat Genet*. 47, 1121-1130. doi: 10.1038/ng.3396

Patterson, N., Price, A.L. and Reich, D. (2006) Population structure and eigenanalysis. *PLoS Genet*., 2, e190. doi: 10.1371/journal.pgen.0020190

Price, A.L., Patterson, N.J., Plenge, R.M., Weinblatt, M.E., Shadick, N.A. and Reich, D. (2006). Principal components analysis corrects for stratification in genome-wide associa- tion studies. *Nat. Genet*., 38, 904-909. doi: 10.1038/ng1847

Wang, F., Xu, C.Q., He, Q., Cai, J.P., Li, X.C., Wang, D., et al. (2011). Genome-wide association identifies a susceptibility locus for coronary artery disease in the Chinese Han population. *Nat Genet*. 43, 345-349. doi: 10.1038/ng.783

How the deposited data were processed for this re-analysis (not part of the article)

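RNA-seq gene counts of Jurkat E6-1 cells were analysed in 6 libraries, 3 from cells treated with a negative-control GapmeR and 3 from cells treated with a GapmeR targeting *MALAT1* (500 nM, 24 h, 50000 cells plated, 500 ng of total RNA per library). The sample labels give the treatments. The paper's text takes its Jurkat reads from this series without naming them. SH-SY5Y cells, the circRNA calls from reads, the genotypes and the RT-PCR measurements were not analysed here. An item of the analysis is not reported here.

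The authors deposited raw counts per gene, as whole numbers, with a column for each library and no normalization or pooling. The paper's methods state alignment to hg19 with STAR and circRNA detection with DCC, but do not name the aligner, counter, annotation or strand setting behind the gene counts. Of the 63677 gene identifiers, 55665 were found in GENCODE v44 lifted to GRCh37, which gave positions, exon lengths and GC content. Symbols in the paper were matched to current symbols, older ones through the RefSeq synonyms. *MPP6* is a synonym of more than one gene and was taken as *PALS2*. Of the genes of Supplementary Table 1, 84 of 86 were found.

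Total counts per library ranged from 33040803 to 64536315. Total counts and CPM were computed from the deposited counts. Library sizes were adjusted by TMM in edgeR 4.0.16 (R 4.3.3), and low counts were removed with its default expression filter, which left 17558 genes. The knockdown and control groups were compared with edgeR's quasi-likelihood test, without a replicate term, at a Benjamini-Hochberg adjusted p of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Gene lists were tested with camera in limma 3.58.1 (correlation preset to 0.01, prior count of 2, two-sided, adjusted over 6 lists) and set beside 10000 random lists matched on mean expression. The lists, written before the data were examined, were the MS-associated genes of Supplementary Table 1, the host genes of Table 3, the SR protein genes, regulators of back-splicing, the genes next to *MALAT1* and interferon-stimulated genes.

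The named genes were chosen by a rule set before the data were examined. They are the circRNA host genes and the genes of the paper's own experiment, *MALAT1*, up to 5 rising and 5 falling genes past the threshold with a mean of at least 1 CPM and no overlap between groups, and up to 5 genes of each list past the threshold. Genes named outside this rule (*TCF7*, *IQGAP1*, *ZNF91*, *MYO18B*, *NEAT1* and the genes named in the observations) were chosen after their values were seen. A gene was counted as expressed at a mean of at least 1 CPM over the control libraries. Host genes and other MS-associated genes were compared by a permutation test with 100000 resamples on log2(CPM + 1).

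The circRNA lists of Table 3 and Supplementary Table 3 were compared with GENCODE exons after testing which reading of the start positions meets exon boundaries; counted from 1, 570 entries matched at both ends, and counted from 0, 1 did. The p-values of the random-set tables were recomputed from their printed percentages with the formula the supplement states.

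The alternatives were DESeq2 1.42.0, no TMM, upper-quartile normalization, no filter, at least 10 counts in every library, a replicate term, each library left out, *MALAT1* left out, an adjusted p of 0.01, a log2 fold change of at least 1, and for lists an estimated correlation and fry. Expression counts were repeated at 0.1 and 5 CPM, in the knockdown libraries, in all 6, per kb of exon length and with a pseudocount of 0.1. GC content offsets and thinning to the smallest library were added after seeing the data. Simulated data with known changes tested the scripts. At a log2 change of 1, edgeR called 88 of 108 changed genes (81.5%), and at a change of 2 it called 81 of 83 (97.6%). The same fit made 15 false calls among 17281 genes, to be set against its 88 and 81 true calls. DESeq2 called 85 and 79, with 28 false calls. Calls of single genes were not simulated at changes under 1, so these shares do not apply to smaller changes. GC offsets lowered a simulated trend from a Spearman correlation of 0.454 to 0.00610 over 17295 genes. For the permutation test, a set of 84 simulated genes without a shift gave p = 0.202 and one with a shift of 4 gave p = 4.00e-05. Sequence matches used BLAST 2.17.0. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 did the rest.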

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

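The fits without TMM, without control replicate 3, with fry and with the correlation estimated were set before the data were examined. Their use as tests of technical explanations was chosen after the results were seen. So were the other tests of technical explanations in this part, apart from the count of splits for *MALAT1*.

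The paper takes its Jurkat reads from this series and does not report a comparison of the *MALAT1* knockdown with the control, which is the comparison given here. *MALAT1* had 938 ± 35.4 CPM in the control libraries and 222 ± 26.98 CPM in the knockdown libraries (SD, n = 3 each), a log2 fold change of -2.08, with every knockdown library below every control library. A difference in library size is argued against by thinning all libraries to the smallest total, which left a log2 fold change of -2.07. Offsets for GC content left -2.02, and leaving out the TMM factors left -2.11, so neither GC content nor the normalization accounts for the fall. The lowest control library had 3.72 times the CPM of the highest knockdown library, which argues against a mislabelled library. Only the real split, 1 of the 10 splits of the 6 libraries, gave a p as small for *MALAT1*, a share that 10 splits cannot bring under 0.05; the smallest p in the other splits was 0.253. Action of the GapmeR, which the design names, remains as the open explanation, and it may be the cause of the fall.

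The genes next to *MALAT1* on chromosome 11 were the only list of the 6 with an adjusted p under 0.05. Their median log2 fold change was 0.18, and 11 of 12 were higher in the knockdown libraries (limma's camera, p = 0.00409, adjusted p = 0.0246 over 6 lists; no exact test over libraries). The median lay at percentile 99.9 of random lists matched on expression. No gene of the list had an adjusted p under 0.05 over all genes tested, 5 had an unadjusted p under 0.05, and 3 passed when adjusted over the list alone; *NEAT1*, the gene that was lower, is among both the 5 and the 3 and has the smallest p of the list. The call did not hold under fry (adjusted p = 0.590) or with the correlation estimated (adjusted p = 0.933). *NEAT1* had a log2 fold change of -0.39 (standard error 0.0910, adjusted p = 0.341, edgeR). The list has a median GC content of 61.3%, against 47.4% for all tested genes with a value, and 10 of its 12 genes lie above 56.7%. Among random lists matched on GC content as well as expression, its median stood at percentile 74.0, and with GC offsets it was 0.05 (adjusted p = 0.680). Without control replicate 3 it was 0.087 (adjusted p = 0.238). On these values, the trend with GC content may be enough for the rise in the list's median, but not for every gene. With GC offsets, 8 of the 12 genes were higher and 4 lower. Among them, *NEAT1* stayed at -0.35 and *DPF2* at 0.13, against 0.17 for *DPF2* without offsets. In 4 of the 10 splits of the libraries the list had a p as small, so a difference in the neighbourhood of *MALAT1* and chance cannot be told apart with 3 libraries per group.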

How the results depend on the processing

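Alternatives were set before the data were examined, apart from GC content offsets and thinned counts, which were chosen after seeing the data. Of 391 recomputed values, 353 kept their direction and their side of the threshold or stayed within their spread, 23 reversed, 7 became weaker and 8 moved.

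The fall of *MALAT1* stayed past the threshold in all 14 alternatives, with log2 fold changes from -2.14 to -1.98 and adjusted p-values up to 0.000197. The number of genes with an adjusted p under 0.05 was 1. It was 22 with DESeq2 (12 higher, 10 lower), 508 without a filter (375 higher, 133 lower) and 0 with *MALAT1* left out, where 2219 genes had an unadjusted p under 0.05. Across the 6 fits that each left out one library it ranged from 1 to 33, and 33 came from leaving out control replicate 3 (19 higher, 14 lower). The other alternatives gave 1. All 22 genes called by DESeq2 were among the 508, and 14 were among the 33. Tests on the filter and on control replicate 3 are given among the other observations. Leaving out *MALAT1* removes the called gene itself, and for DESeq2 the cause was not tested.

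The replicate numbers do not appear to pair the libraries. Deviations of same-numbered libraries from their group means had correlations of 0.0403, -0.0312 and 0.0657, and with a replicate block the count of genes was 1 and the log2 fold change of *MALAT1* was -2.08. The block changed no call.

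None of the other 15 named genes passed the threshold in any alternative (lowest adjusted p 0.238). The small fold changes of 4 genes reversed in 10 of 225 recomputed values. Without one library, *TIMMDC1* ranged from -0.077 to 0.014, *TET2* from -0.059 to 0.063, *VMP1* from -0.14 to 0.013 and *UBAP2* from -0.036 to 0.015. With GC offsets, *TIMMDC1* was at 0.013, *TET2* at 0.052 and *UBAP2* at 0.016. *UBAP2* was at 0.0057 without a filter. The cause was not tested.

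Medians of the gene lists near 0 also changed sign. The MS-associated genes were at -0.0082 without TMM and -0.0089 with GC offsets. With GC offsets, the host genes were at 0.013, the SR protein genes at 0.062, the back-splicing regulators at 0.024 and the interferon-stimulated genes at 0.022. Across the fits that left out one library, host genes ranged from -0.057 to 0.014, back-splicing regulators from -0.017 to 0.022 and interferon-stimulated genes from -0.045 to 0.015. The cause was not tested. The genes next to *MALAT1* kept a median of 0.18 with an estimated correlation (adjusted p = 0.933) and with fry (adjusted p = 0.590), where neither passed. Across the fits that left out one library their median ranged from 0.087 to 0.24, and the call was lost without control replicate 3 (adjusted p = 0.238) and without knockdown replicate 2 (adjusted p = 0.0605). With GC offsets it was 0.052. The range of adjusted p over all alternatives was 0.00416 to 0.933.

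Host genes were higher than other MS-associated genes in all 9 alternatives, by 1.09 to 3.23 on the log2 scale. The difference no longer passed 0.05 among expressed genes only (1.09, permutation p = 0.0848) and per kb of exon length (1.65, permutation p = 0.157). The first of these leaves 52 of 84 genes; the cause of the second was not tested. Without one control library it ranged from 3.06 to 3.13.

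The number of expressed MS-associated genes was 46 to 65 across its alternatives, against 52. Percentiles moved with the genes compared. Among all genes with at least 1 count, *UBAP2* stood at 94.1 and *WHSC1* at 99.0. Per kb of exon length they stood at 65.3 and 82.6. Without one control library, *UBAP2* ranged from 85.5 to 86.0 and *WHSC1* from 97.4 to 97.6. The share of MS circRNAs in the largest locus was 13.3% under each rule for merging. With 3 libraries per group, no exact test of a single value can give a p under 0.1.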

Differences from the paper's values

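The paper's Table 1 gives a p of 0.36 for miRNAs against its random sets (I), next to a percentage of 3.6. With the formula its notes state, (1 + the number of iterations reaching the observed count) divided by (the number of iterations + 1), that percentage of 1000 iterations gives 0.0370. The other 19 of the 20 p-values in Tables 1 and 2 and Supplementary Tables 4 and 5 lay within 1.5 times the recomputed value. No alternative set before the data were examined bears on this value.

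The paper reports 197 M reads for Jurkat cells. The deposited counts on genes sum to 123.856 M over the 3 control libraries and 300.359 M over all 6, each more than 1.5 times away from the paper's value, while the sum over the 3 knockdown libraries is 176.503 M. Reads sequenced and reads counted on genes are different quantities, and the paper's text does not say which libraries its number covers. None of the alternatives set before the data were examined changes these sums.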

Other observations

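Camera on the gene lists and the fits with DESeq2, without a filter and without control replicate 3 were set before the data were examined. The other tests in this part, and the use of those fits to test explanations, were chosen after the results were seen. The splits counted for 5 of the gene lists were an exception.

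Across genes, the log2 fold change rose with GC content (Spearman's rho 0.479 over 16986 genes; genes are not independent replicates). Its median was -0.085 over the 3398 genes with the lowest GC content (up to 40.7%) and 0.14 over the 3397 with the highest (from 56.7%). The same kind of trend appeared with no knockdown involved. Control replicates 1 and 2 against control replicate 3 gave a rho of 0.486. Without control replicate 3, the trend between groups was still 0.249, which argues against that library as its only source. GC content bias between libraries may be the source of the trend. A true effect of the knockdown on GC-rich genes was not tested and stays open.

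Leaving out control replicate 3 raised the number of called genes from 1 to 33. If the GC content of that library hid those calls, offsets with all 6 libraries would bring them back, but 1 gene was called. Without that library, which has the fewest counts, thinning the others to its total gave 36 genes, 28 of the 33 among them, which argues against library size as what hides most of these calls. The library's *MALAT1* level of 946 CPM lies between those of the other controls, which argues against a swapped label. Of the 33 genes, 8 are mitochondrial, and in 11 control replicate 3 lay closer to the knockdown mean than to the other controls. With GC offsets and without control replicate 3, 25 genes were called. Control replicate 3 differed from the other controls in more than 1 way. Relative to the other libraries, its levels had a Spearman correlation with GC content of -0.552. The values were -0.0386 for control replicate 1 and 0.135 for control replicate 2. Mitochondrial genes took 26.2% of its counts, against 22.2% and 22.5% in those 2 libraries. Which difference hides the calls stays open.

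With all 6 libraries, 1 gene had an adjusted p under 0.05 and 1 of the 10 splits of the libraries, the real one, gave as many, a share that cannot fall under 0.1. The 2219 genes with an unadjusted p under 0.05 exceed the 878 that chance alone gives, and the other 9 splits gave 229 to 904. The number depends on the libraries used. With one library left out, it ranged from 1251 (without knockdown replicate 2) to 2829 (without control replicate 2). Changes that this fit does not call could therefore be present, and 22 genes passed with DESeq2, against at most 12 in another split.

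The 508 genes called without a filter deserve caution. Of these, 506 were also tested with the filter. The prior degrees of freedom of edgeR's fit were 6.21 with the filter and infinite without it, so that every gene shared a pooled spread. Without a filter, splits that do not follow the knockdown gave from 9 to 233 genes, with a median of 20. A spread pooled over all genes may therefore account for part of the 508; it leaves open the excess over 233, since 1 of the 10 splits, the real one, gave as many.

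Among genes with a mean of at least 10 CPM (8847 genes, median fold range 1.17), *CTD-2328D6.1* on the X chromosome varied most between libraries. It had 283, 221 and 76777 counts in the control libraries and 100928, 480485 and 12530 in the knockdown libraries, a 1954-fold range in CPM. The gene second in range, ENSG00000225840 on the Y chromosome, had 27, 21 and 582 counts and 1591, 5757 and 175 counts in the same order. The range within the control libraries alone was 496-fold for the former and rests on control replicate 3. Without that library, both genes passed the threshold as higher in the knockdown libraries (log2 fold changes 9.43 and 6.48, adjusted p = 0.00384 and 0.0448, edgeR), whereas with all 6 libraries neither did (adjusted p = 0.599 and 0.373). An effect of the knockdown and a difference between libraries therefore cannot be told apart for these genes. The sequence of *CTD-2328D6.1* matched an unplaced scaffold of GRCh37 at 97.7% identity, downstream of matches to ENSG00000225840 (89.1%) and to the ribosomal RNA pseudogene *RNA5-8SP6* (94.6%), on the same strand and in the order of a ribosomal RNA unit. Ribosomal RNA carried over in differing amounts per library is a candidate explanation. *CTD-2328D6.1* took up to 0.917% of a library's counts.

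The hypothesis that the knockdown shifts genes tied to MS or to back-splicing was tested on the remaining lists, and none passed (camera, adjusted p = 0.880 for each). Median log2 fold changes were 0.020 for 61 tested MS-associated genes, -0.030 for the 7 host genes, -0.016 for 11 SR protein genes, -0.0031 for 7 back-splicing regulators and -0.031 for 12 interferon-stimulated genes. No gene of these lists passed when adjusted over the list alone; 5, 0, 1, 0 and 2 had an unadjusted p under 0.05. A p as small arose in 5, 10, 10, 7 and 9 of the 10 splits, respectively.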
